# Transcriptional profiling and biomarker identification reveal tissue specific effects of expanded ataxin-3 in a spinocerebellar ataxia type 3 mouse model

**DOI:** 10.1186/s13024-018-0261-9

**Published:** 2018-06-22

**Authors:** Lodewijk J. A. Toonen, Maurice Overzier, Melvin M. Evers, Leticia G. Leon, Sander A. J. van der Zeeuw, Hailiang Mei, Szymon M. Kielbasa, Jelle J. Goeman, Kristina M. Hettne, Olafur Th. Magnusson, Marion Poirel, Alexandre Seyer, Peter A. C. ‘t Hoen, Willeke M. C. van Roon-Mom

**Keywords:** Spinocerebellar ataxia type 3, Mouse model, RNA sequencing, Metabolomics

## Abstract

**Background:**

Spinocerebellar ataxia type 3 (SCA3) is a progressive neurodegenerative disorder caused by expansion of the polyglutamine repeat in the ataxin-3 protein. Expression of mutant ataxin-3 is known to result in transcriptional dysregulation, which can contribute to the cellular toxicity and neurodegeneration. Since the exact causative mechanisms underlying this process have not been fully elucidated, gene expression analyses in brains of transgenic SCA3 mouse models may provide useful insights.

**Methods:**

Here we characterised the MJD84.2 SCA3 mouse model expressing the mutant human ataxin-3 gene using a multi-omics approach on brain and blood. Gene expression changes in brainstem, cerebellum, striatum and cortex were used to study pathological changes in brain, while blood gene expression and metabolites/lipids levels were examined as potential biomarkers for disease.

**Results:**

Despite normal motor performance at 17.5 months of age, transcriptional changes in brain tissue of the SCA3 mice were observed. Most transcriptional changes occurred in brainstem and striatum, whilst cerebellum and cortex were only modestly affected. The most significantly altered genes in SCA3 mouse brain were *Tmc3*, *Zfp488*, *Car2*, and *Chdh*. Based on the transcriptional changes, α-adrenergic and CREB pathways were most consistently altered for combined analysis of the four brain regions. When examining individual brain regions, axon guidance and synaptic transmission pathways were most strongly altered in striatum, whilst brainstem presented with strongest alterations in the pi-3 k cascade and cholesterol biosynthesis pathways. Similar to other neurodegenerative diseases, reduced levels of tryptophan and increased levels of ceramides, di- and triglycerides were observed in SCA3 mouse blood.

**Conclusions:**

The observed transcriptional changes in SCA3 mouse brain reveal parallels with previous reported neuropathology in patients, but also shows brain region specific effects as well as involvement of adrenergic signalling and CREB pathway changes in SCA3. Importantly, the transcriptional changes occur prior to onset of motor- and coordination deficits.

**Electronic supplementary material:**

The online version of this article (10.1186/s13024-018-0261-9) contains supplementary material, which is available to authorized users.

## Background

Spinocerebellar ataxia type 3 (SCA3), also known as Machado Joseph Disease (MJD), is a progressive neurodegenerative disorder, with symptoms usually presenting around midlife. SCA3 is the most common of the dominantly inherited ataxias and is caused by a CAG repeat expansion in the *ATXN3* gene [1]. The CAG repeat is translated into a polyglutamine (polyQ) stretch in the ataxin-3 protein, which upon mutational expansion to 56–84 glutamines results in a gain of toxic protein function [2]. This protein toxicity mostly shows its effects in the brain, and neuronal loss in SCA3 has been reported predominantly in the brainstem, cerebellum (spinocerebellar pathways and dentate nucleus), striatum, thalamus, substantia nigra and pontine nuclei [3]. Over time, the neuronal loss causes clinical symptoms in SCA3 patients such as progressive ataxia, dystonia, spasticity, and various other symptoms (reviewed in [1]).

The molecular mechanisms of mutant ataxin-3 toxicity have been the subject of extensive research, and a range of cellular changes have been suggested to contribute to toxicity. These include aggregation and nuclear localisation of expanded ataxin-3 protein [4, 5], impaired protein degradation [6], mitochondrial dysfunction [7] and transcriptional deregulation [8]. Transcriptional deregulation may arise due to sequestration of transcription factors such as TATA-box binding protein [9] and CREB binding protein (CBP) [10] into the polyQ aggregates, thereby interfering with their function. Previous gene expression studies have identified altered inflammatory processes, cell signalling and cell surface associated genes in cell and conditional animal models of SCA3 [8, 11, 12]. Despite these recent advances in SCA3 pathogenicity, it is currently still not fully elucidated which molecular mechanisms are altered in response to mutant ataxin-3. For this reason, it is useful to examine genetic mouse models of SCA3 for transcriptional changes that occur in different regions of the brain to infer causative disease mechanisms [13].

Apart from gaining insight into disease mechanisms, transcriptional changes may also be potentially useful as biomarkers to track disease progression in SCA3. Since it is not possible to study longitudinal gene expression changes in human brain tissue, it is useful to establish potential transcriptional changes in peripheral tissues such as blood. In addition, metabolite and lipid changes in blood can also be used as easily obtainable biomarkers, and can potentially be used to track disease progression [14]. Previous research by our group has shown that there are common gene expression signatures in blood and brain of patients with Huntington disease [15]. Since patient material is not readily available, genetic SCA3 mouse models are a good starting point to identify such potential disease biomarkers.

In this study, we set out to identify the molecular mechanisms involved in SCA3 pathology. Current next-generation sequencing techniques provide an attractive means to objectively study the transcriptome and allow for very sensitive and accurate assessment of changes in gene expression. As such, we performed RNA sequencing of brain and blood from the hemizygous MJD84.2 mouse model of SCA3, which ubiquitously expresses the full human *ATXN3* gene with 76–77 CAGs [16] and gene expression analysis was performed in 4 different regions of the brain. Additionally, blood samples from the mice were subjected to RNA sequencing and serum was used for metabolomic and lipidomic analysis to identify potential biomarkers capable of tracking disease progression.

We found that the MJD84.2 mice presented with reduced bodyweight compared to wild-type, but did not develop motor symptoms even at 17.5 months of age. Gene expression changes in blood were also not pronounced, with pathway analysis suggesting respiratory electron transport and mitochondrial function to be affected. In parallel to other neurodegenerative disorders, further metabolomic and lipidomic analyses of blood revealed decreased tryptophan and increased levels of a di- and triglycerides and ceramides in SCA3 mice. In contrast to blood, transcriptional changes were readily detected in brain, with the highest number of differentially expressed genes in brainstem and striatum. Somewhat surprisingly, the cerebellum was affected to a smaller extent compared to these two brain regions. The main deregulated pathways in brain were cellular signalling pathways (α-adrenergic and CREB signalling) and pathways related to synaptic transmission. This study hence provides additional evidence for affected CREB signalling in SCA3 and suggests affected neurotransmission pathways, particularly in striatum.

## Methods

### SCA3 mice and tissue sampling

MJD84.2 transgenic SCA3 mice [16] and wild-type C57BL/6 mice were obtained from Jackson Laboratories (Bar Harbor, Maine, USA). All animal experiments were carried out in accordance with European Communities Council Directive 2010/63/EU and were approved by the Leiden University animal ethical committee. Breeding was performed by crossing hemizygous SCA3 mice with wild-types. ATXN3 CAG repeat lengths were verified for each mouse through gene fragment analysis, using human specific primers (Additional file 1: Table S1) flanking the CAG repeat similar to described previously [17]. Human *ATXN3* repeat lengths were 76 or 77 for all transgenic mice. Only male mice were used, and a total of 8 transgenic and 8 wild-type mice were included in the experiment (Table 1), though 2 transgenic mice did not survive to the end of the study. Mice were group housed in individually ventilated cages with food and drinking water available ad libitum. Blood samples for metabolomic analyses were obtained at 4, 12 and 16 months of age from 4 wild-type and 4 SCA3 mice. Animals were fasted 4 h prior to obtaining 200 μl blood through tail cut and collection in heparin lithium tubes. Tubes were immediately spun down at 18,000 x g and the supernatant (plasma) was stored at − 80 °C. For RNA sequencing, 200 μl of blood was obtained by tail cut at 9 months and 17.5 months of age. Blood samples for RNA sequencing were collected in RNAprotect animal blood tubes (Qiagen) following manufacturer’s instructions, stored overnight at 4 °C and subsequently frozen at − 80 °C until RNA isolation. At 17.5 months of age, mice were sacrificed and brainstem, cerebellum, striatum and cortex were dissected, snap-frozen in liquid nitrogen and stored at − 80 °C.

**Table 1:** RNA sequencing and metabolomic/lipidomic sample overview

Analysis	Tissue	Wild-type mice	SCA3 mice
RNA-seq	brainstem	8	6
RNA-seq	cerebellum	7	6
RNA-seq	cortex	7	6
RNA-seq	striatum	8	5
RNA-seq	blood (9 and 17.5 months)	6	5
Metabolomics	plasma (4 and 16 months)	4	4
Lipidomics	plasma (4 and 16 months)	4	4 (4 months), 3 (16 months)

### Behavioural testing

To assess the motor phenotype and coordination of the mice, a beamwalk test was performed. The beamwalk balance test consisted of 2 boxes (20 × 20 × 20 cm) elevated at 53 cm height and connected by a plastic cylindrical bar of ø 10 mm or ø 30 mm and 80 cm long. Mice were placed in the transparent elevated box and crossed the bar to an enclosed dark box. The average latency to cross from 3 trials per testing day is reported. The beamwalk test was performed when the mice were 4, 6, 7.5, 9 and 12 months of age.

### Metabolite profiling in plasma

Analysis of the plasma samples was performed by Profilomics (Gif-sur-Yvette, France). For extraction of metabolites, 15 μL plasma sample was treated with 60 μL of methanol with a mixture of internal standards. Protein was precipitated at 4 °C, centrifuged and supernatants were dried under nitrogen. Samples were then resuspended in ammonium carbonate 10 mM pH 10.5/AcN 40:60 (*v*/v). Chromatography settings for LC-HRMS were followed as outlined by Boudah et al.*..* [18]. Plasma extracts were separated on a HTC PAL-system (CTC Analytics AG, Zwingen, Switzerland) coupled with a Transcend 1250 liquid chromatographic system (ThermoFisher Scientific, Les Ulis, France) using an aSequant ZICpHILIC 5 μm, 2.1 × 150 mm at 15 °C (Merck, Darmstadt, Germany). After injecting 10 μL of sample, the column effluent was directly introduced into the heated Electrospray (HESI) source of a Q-Exactive mass spectrometer (Thermo Scientific, San Jose, CA) and analysis was performed in both ionization modes. Identification of molecules was performed using TraceFinder3.1 software (ThermoFisher Scientific, Les Ulis, France). The dataset was filtered and cleaned based on quality control samples as described by Dunn et al [19].

### Lipid profiling in plasma

Analysis of lipids in plasma was performed on identical samples as described for the metabolite analysis. Lipid analyses were performed at Profilomics (Gif-sur-Yvette, France), in accordance with previously described methods [20]. In brief, 50 μL of plasma was added to 245 μL of CHCl3/MeOH 1:1 (*v*/v) and 5 μL of internal standard mixture. Extraction was performed after 2 h at 4 °C and centrifugation at 15,000×g for 10 min at 4 °C. The upper phase (aqueous phase), containing ganglioside species and several lysophospholipids, was transferred and dried under a stream of nitrogen. The protein interphase was discarded and the lower rich-lipid phase (organic phase) was pooled with the dried upper phase. Samples were then reconstituted in 50 μl CHCl3/MeOH 1:1, vortexed for 30 s, sonicated for 60 s and diluted 100 times in MeOH/IPA/H2O 65:35:5 (v/v/v) before injection. Similar to metabolite detection, plasma total lipid extracts were separated on HTC PAL-system (CTC Analytics AG) coupled with a Transcend 1250 liquid chromatographic system (ThermoFisher Scientific) using a kinetex C8 2.6 μm 2.1 × 150 mm column (Phenomenex, Sydney, NSW, Australia). Mass spectrometry was performed similar as for the metabolites and data processing was done as previously described [20].

### RNA isolation

After thawing, filled blood tubes were incubated for 4 h at 25 °C to ensure proper cell lysis. Isolation of RNA was subsequently performed using the RNeasy protect animal blood kit (Qiagen, Hilden, Germany) according to manufacturer’s instructions for total RNA isolation including DNAse treatment, resulting in isolation of RNA molecules longer than approximately 200 nucleotides. Reduction of alpha and beta globin mRNA was performed on RNA samples using the GLOBINclear magnetic bead kit for mouse/rat (Qiagen) following manufacturer’s instructions.

For isolation of RNA from brain tissue, approximately 30 mg of tissue was transferred to next advance pink bead tubes (Next Advance, Averill Park, US) containing 500 μl Trizol (Ambion, Thermo Fisher scientific, Waltham, MA, USA). Tissue was homogenised in a bullet blender BBX24 (Next Advance) for 3 min on setting 8. A total of 100 μl chloroform was added and samples were spun down at 10,000 x g for 15 min. The aqueous phase contining the RNA was removed and an equal volume of 70% ethanol was added. RNA purification was then performed using the PureLink RNA mini kit (Thermo Fisher scientific) in accordance with the manufacturer’s protocol using provided RNA columns and a 15 min DNase step. RNA was eluted in 80 μl nuclease free water. Concentration and purity of RNA was measured using Nanodrop spectrophotometry and RNA was stored at − 80 °C.

### RNA sequencing

Library preparation and RNA sequencing was performed at deCode Genetics (Reykjavik, Iceland). The quality of RNA was assessed with the LabChip GX using the 96-well RNA kit (Perkin Elmer). Approximately 1 μg of total RNA was used as starting material, and the average RIN values were 7.7 (SD ± 0.5) for brain tissue and 6.8 (SD ± 0.9) for blood. 

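The sample labels give an RIN for 21 of the 22 blood samples, with a mean of 6.73 ± 0.67 (SD, n = 21) and a range of 5.2 to 7.9. The mean was 7.3 ± 0.39 (SD, n = 6) in wild-type mice and 6.75 ± 0.51 (SD, n = 4) in SCA3 mice at 9 months. At 17.5 months it was 6.68 ± 0.35 (SD, n = 6) in wild-type mice and 6.1 ± 0.85 (SD, n = 5) in SCA3 mice. The difference of SCA3 from wild-type mice was -0.55 at 9 months (two-sided exact permutation test, p = 0.138) and -0.58 at 17.5 months (p = 0.19 from the same exact test). With so few samples these tests cannot exclude a lower RIN in SCA3 mice.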

Non strand-specific sample preparation was performed using the TruSeq Poly-A v2 kit (Illumina, San Diego, USA) following manufacturer’s instructions. In brief, mRNA was captured using magnetic poly-T oligo-attached magnetic beads, RNA molecules were fragmented, and cDNA synthesis was performed using SuperScript II (Invitrogen, Carlsbad CA, USA) with random hexamer primers. Subsequently, 2nd strand cDNA synthesis was performed in conjunction with RNAse-H treatment. End repair was performed to generate blunt ends and 3′ adenylation was performed, followed by ligation of indexing adapters to the ds-cDNA. PCR was performed to amplify the fragments. Quality of sequencing libraries was determined through pool sequencing on a MiSeq instrument (Illumina) to assess insert size, sample diversity and optimize cluster densities. Pooled samples (4 samples/pool) were clustered on paired-end (PE) flowcells (1 pool per lane) using a cBot instrument (Illumina). The sequencing was performed using a HiSeq 2500 with v4 SBS sequencing kits (read lengths 2 × 125 cycles). Primary processing and base calling was performed with Illumina’s HCS and RTA. Demultiplexing and generation of FASTQ files was done with Illumina scripts (bcl2fastq v1.8). The FASTQ files for the mouse brain RNA can be found in the GEO repository, accession GSE107958 and blood samples are listed under accession GSE108069.

### Sequencing data processing

Analysis of sequencing data was performed using the BIOPET Gentrap in-house pipeline (http://biopet-docs.readthedocs.io/en/v0.7.0/pipelines/gentrap/) The fastqc toolkit (v0.11.2) was used to evaluate sequencing quality (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sickle (v1.33 with default settings) and Cutadapt (v1.10, with default settings except for “-m 20”) were used to clean up reads. Cleaned reads were aligned to the mouse reference genome build 10 (GRCm38/mm10) using STAR aligner version 2.3.0e [21]. The non-default settings used by STAR are “--outFilterMultimapNmax 1 –outFilterMismatchNmax 10 –outSJfilterReads Unique”. Average number of reads was 84 million (SD ± 18 million). On average, 66% of reads were aligned to known genes. Gene raw read counts are generated using *HTSeq* (v0.6.1) with the Refseq gene annotation extracted from UCSC on 11–09-2015. The non-default settings used by *HTSeq are “*--format bam –stranded no”. Gene expression analysis was performed using edgeR (v 3.14.0) [22]. The normalization was performed using the trimmed mean of M-values (TMM) normalization method [23].

### Differential gene expression and statistical analysis

Analysis of gene expression was performed on genes exceeding an average 4 counts per million (CPM) across all samples. Principle component analysis (PCA) was performed to confirm sample consistency (i.e. clustering per brain region). Additionally, correlation between genotype and GC percentage or 5′ - 3′ ratios was assessed for potential confounding effects. Differential gene expression was performed using the generalized linear model (GLM) likelihood ratio test functionality of edgeR [22]. Analyses were performed for the 4 brain regions separately, but also as a combined dataset, which is termed “brain data combined” data throughout the manuscript. For this combined analysis of all brain regions, we modelled the effect of strain and tissue (brain region) and the interaction between them to allow detection of strain effects that were either present in all brain regions or tissue-specific. For this, a design matrix was created with the function model.matrix(~ Tissue * Strain) and dispersion was estimated accounting for this design. A general linear model was fit using the glmFit function, and likelihood ratio test then performed with glmLRT on the combination of coefficients for Strain and the interaction term Tissue*Strain. The null hypothesis is that the gene shows no differential expression in any brain region. This analysis is powerful for finding genes with weak effects in several brain regions, but does not allow inference of differential expression in any specific brain regions. For differential gene expression analysis between SCA3 and wildtype mice within individual brain regions, one coefficient was assigned to each group using model.matrix(~ 0 + group). Likelihood ratiotest was then performed using glmLRT function with contrast argument to allow pairwise genotype comparison for each brain region. Analysis of differential gene expression for blood was performed similar to brain, but due to observation of a confounding influence, GC-content correction was first performed using the conditional quantile normalization (CQN) package as previously described [24]. The GC-content correction offset obtained from CQN was then included when estimating dispersion in edgeR. The two time points (9 and 17.5 months) were included as contrasts for the likelihood ratiotest. Genes with a false discovery rate (FDR, Benjamini-Hochberg) below 0.05 were considered significant. Plots were generated using ggplot2 package [25] or graphpad Prism 7. Analysis of the metabolites and lipids in blood was performed using a Welch’s t-test without multiple testing correction (due to 4 vs 4 sample size), and nominal *p*-values < 0.05 were considered significant.

### Functional annotation of gene sets and pathway analysis

For identification of functional processes, sets of genes with a FDR of < 0.05 were used, for each individual brain region and also for all brain regions combined. This led to inclusion of 585 genes from all brain regions combined, 195 genes for brainstem and 824 genes from striatum. Cerebellum and cortex did not present with enough differentially expressed genes to perform pathway analysis. Pathway analysis and exploration of metabolite-phenotype links was performed using Ingenuity Pathway Analysis (IPA) and the Euretos Knowledge Platform (EKP) [26]. Euretos allows for semantic search for biologically interesting connections between genes, proteins, metabolites and drugs based on an underlying database of 176 integrated data sources (January 2017) [27]. Pathway analysis was performed by the use of the Fisher exact test for gene set enrichment. Overlapping significantly altered pathways between the Euretos and Ingenuity analysis were considered as the most reliable signal, and are hence listed as top overrepresented pathways.

### Validation with RT-qPCR

RNA sequencing results were validated on the same RNA samples using qPCR. cDNA synthesis was performed using oligo-dT primers for brain and random hexamer primers for blood RNA, with the Transcriptor First Strand cDNA Synthesis Kit (Roche, Mannheim, Germany) similar to described previously [28], but using an incubation step of 60 min at 50 °C. qPCR was performed with SensiMix SYBR & Fluorescein Kit (Bioline, Taunton, USA) similar to previously described [28], using 3 μl of 5× diluted cDNA for brain samples and 3 μl of 15× diluted cDNA for blood. Mouse reference genes used were β-actin (*Actb*), Hypoxanthine-guanine phosophoribosyltransferase (*Hprt*), and Ribosomal Protein L22 (*Rpl22*) for brain tissue and *Actb*, vinculin (*Vcl*) and *Hprt* for blood (Additional file 1: Table S1). Primers were designed with Primer3 software [29] and PCR efficiencies and expression values (N0) were determined using LinRegPCR 2014.0 ^19^. Transcript level expression was then divided by the geometric mean of the 3 reference genes expression [30]. Statistical tests were performed in graphpad (7.0) using the two-stage linear step-up multiple testing procedure of Benjamini, Krieger and Yekutieli, with Q = 5% and without assuming a consistent SD.

### Western blotting

Protein isolation and western blotting of mouse brain tissue was performed following standard protocols. In brief, brain tissue was homogenized in RIPA buffer using a bullet blender BBX24 (Next Advance, Averill Park, US). Protein concentration was determined using the bicinchoninic acid kit (Thermo Fisher Scientific). A total of 30 μg protein was boiled for 5 min with 4× Laemmli sample buffer and separated on 10% Tris-glycine precast gel (Biorad, Veenendaal, the Netherlands) and transferred to a nitrocellulose membrane. Membranes were blocked in 5% low fat milk and incubated overnight at 4 °C with primary antibodies: rabbit anti-carbonic anhydrase 2 (car2) 1:2000 (Novus Biologicals, Littleton, CO, USA), rabbit anti-psat1 1:1000 (Novus Biologicals) and as loading control mouse anti-β-actin 1:5000 (Abcam, Cambridge, UK). Detection was performed using secondary antibodies IRDye 680RD and 800CW (LI-COR Biosciences, Lincoln, USA) 1:5000, and membranes were imaged using Odyssey infrared imaging system (LI-COR). Quantification was performed with Odyssey software version 3.0 (Licor) using the integrated intensity method. Intensity of car2 and psat1 protein bands were divided by the β-actin intensity to correct for protein loading.

## Results

### SCA3 mice do not present with overt motor symptoms at 17 months of age

The MJD84.2 mouse model ubiquitously expresses full-length mutant human ataxin-3 with 76–77 glutamines, under control of the human ataxin-3 promoter. During a 17.5 month period, the behavioural phenotype of the mice was assessed using motor tests, and blood was collected for assessment of biomarkers at transcript and metabolite/lipid level. To this end, blood RNA for sequencing was collected at two time points and blood plasma for mass-spec was collected at three time points (for experimental overview, see Fig. 1a). During the testing period, the MJD84.2 mice had a significantly lower body weight compared to control mice (Fig. 1b). Assessment of an ataxic phenotype using the beamwalk balance tests at 5 time points revealed only one significant difference. This difference was a faster performance of SCA3 mice on the balance beam at 12 months of age (Fig. 1c), likely attributable to the lower bodyweight. The motor and balance performance of the SCA3 mice was identical to the wild-type mice at all other time points tested.

**Fig. 1:**
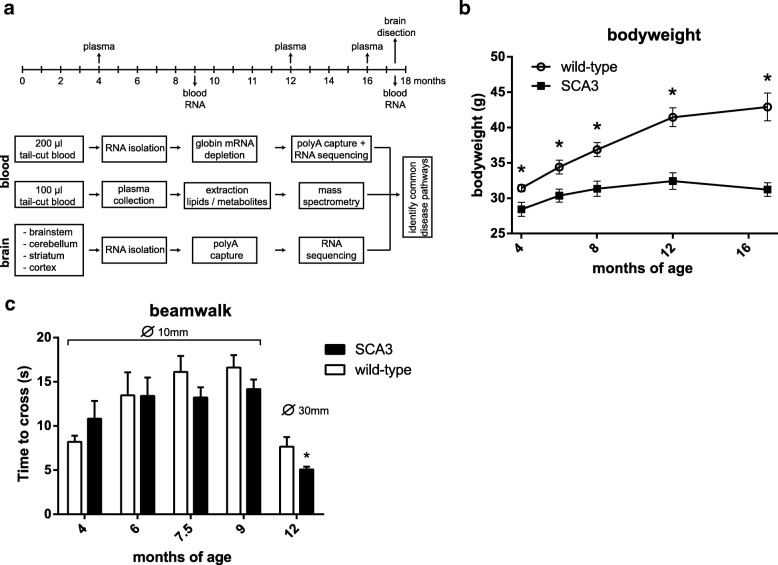
Experimental design and behavioural testing in SCA3 mice. **a** MJD84.2 hemizygous mice were used as a model for SCA3. At indicated time points, plasma was collected for metabolic and lipidomic analyses, and whole blood was collected for RNA sequencing purposes. At 17.5 months of age, mice were sacrificed and 4 brain regions were isolated for RNA sequencing. **b** SCA3 mice show significantly lower bodyweight compared to wild-type mice. **c** The beamwalk balance test shows identical performance in coordination/balance performance of SCA3 and wild-type mice, apart from a better performance of SCA3 mice at 12 months of age. Depicted data represents 8 wild-type vs 8 SCA3 mice. Shown is mean +/− SEM, * = p < 0.05 using multiple t-test

### Individual brain regions are differently affected by mutant ataxin-3

To establish differential gene expression changes between wild-type and SCA3 mice, RNA sequencing of brain and blood tissue was performed (Table 1). After exclusion of RNA samples with low concentration (< 200 ng), a total of 53 samples were successfully sequenced. The average number of reads per sample was 84 million (SD ± 18 million) and on average 66% of sequencing reads were aligned to exons of known genes (Additional file 2: Figure S1). Genes with average expression below 4 CPM were excluded, resulting in a total of 12,372 genes to be included for differential expression analysis. The brain RNA sequencing data can be accessed at GEO repository GSE107958. PCA plots showed good separation of samples based on brain region (Additional file 3: Figure S2) and using an FDR of < 0.05, a total of 585 genes were found significantly altered in the SCA3 brain regions combined analysis. The top 25 genes from the analysis of brain regions combined are listed in Table 2, with corresponding log2 fold change per brain region. When examining each brain region individually, the extent of differential gene expression in SCA3 mice differed greatly per brain region (Fig. 2a), with 238 genes differentially expressed in brainstem, 8 in cerebellum, 19 in cortex and 933 in striatum (FDR < 0.05) compared to wild-type mice. This observation is consistent with smaller fold-changes observed for most genes in cerebellum and cortex. Of the differentially expressed genes, 6 (*Rnf43, Zfp488, Car2, Chdh, Prob1, Il33*) were consistently significantly altered in all 4 brain regions (Fig. 2b). For each brain region that we analysed, we ranked the genes based on *p*-value, and the majority of the genes in these 4 lists were unique to that particular brain region, thus revealing tissue specific gene expression patterns. For validation we selected 6 genes from the top 25 significant genes of the brain region combined analysis, based on FDR, fold change and expression level. Through qPCR on the same samples as used for RNA sequencing, we validated the significant change in expression level for all 6 genes (Fig. 2c). Finally, differential expression was confirmed at the protein level for carbonic anhydrase 2 (*Car2*) and phosphoserine aminotransferase 1 (*Psat1*), as these proteins were predicted to be differentially expressed in all 4 brain regions. Cortex and cerebellum of the SCA3 mice was available for validation of protein levels, and both brain regions showed a similar direction of protein change as was found on mRNA level and reached significance for *Car2* in both brain regions and for *Psat1* in cerebellum (Fig. 3 and Additional file 4: Figure S3).

**Table 2:** Top 25 differentially expressed genes in SCA3 mice brains (regions combined)

Gene symbol	Name	FDR	Brainstem log2 fold change	Cerebellum log2 fold change	Striatum log2 fold change	Cortex log2 fold change	Protein function (GO term mol function or biological process)
*Tmc3*	transmembrane channel-like gene family 3	1.30E-61	1.16^a^	0.42	1.47^a^	1.16^a^	ion transport
*Zfp488*	zinc finger protein 488	1.05E-56	1.79^a^	1.25^a^	1.29^a^	1.45^a^	transcription, oligodendrocyte specific
*Car2*	carbonic anhydrase 2	3.63E-44	−1.26^a^	−0.64^a^	− 1.26^a^	−0.72^a^	carbonate dehydratase activity
*Chdh*	choline dehydrogenase	3.26E-40	1.04^a^	0.66^a^	0.85^a^	0.87^a^	choline dehydrogenase activity
*Prob1*	proline rich basic protein 1	9.30E-38	1^a^	0.62^a^	0.68^a^	0.59^a^	unknown
*Il33*	interleukin 33	9.98E-35	−1.3^a^	−0.98^a^	−1.2^a^	−0.87^a^	cytokine activity
*Fbxw15*	F-box and WD-40 domain protein 15	5.97E-27	−1.8^a^	−0.84	−1.44^a^	−0.79	unknown
*Rnf43*	ring finger protein 43	5.64E-21	1.06^a^	0.74^a^	0.65^a^	0.88^a^	ubiquitin-protein transferase activity
*Polr2a*	RNA polymerase II subunit A	2.00E-20	0.74^a^	0.16	0.47^a^	0.35	DNA-directed RNA polymerase activity
*Ppl*	periplakin	1.50E-19	2.14^a^	0.73	0.9^a^	0.62	cadherin binding involved in cell-cell adhesion
*Arsb*	arylsulfatase B	2.48E-16	0.53^a^	0.2	0.32^a^	0.18	sulphate hydrolysis
*Kcnk13*	potassium two pore domain channel subfamily k member 13	3.04E-16	−0.97^a^	−0.73^a^	−0.81^a^	−0.44	voltage-gated ion channel
*Chil1*	chitinase-3-like protein 1	7.24E-16	−0.75^a^	−0.28	− 0.69^a^	−0.56^a^	carbohydrate metabolic process
*Serpinb1a*	serpin Family B Member 1	1.16E-15	−1.34^a^	−0.86	−1.21^a^	−0.81	negative regulation of endopeptidase activity
*Tspan2*	tetraspanin 2	5.27E-15	−0.87^a^	−0.3	− 0.99^a^	−0.41	astrocyte and microglia development
*Hist1h2be*	Histone H2B type 1-C/E/G	2.39E-14	0.78^a^	0.18	0.77^a^	0.66^a^	antibacterial humoral response
*Acot1*	Acyl-coenzyme A thioesterase 1	1.90E-13	0.74^a^	0.35	0.28	0.29	acyl-CoA metabolic process
*Erbb2ip*	erbin	1.86E-12	−0.89^a^	−0.44	−0.54^a^	− 0.30	cellular response to tumor necrosis factor
*Glul*	Glutamine synthetase	1.12E-11	−0.63^a^	−0.25	− 0.45^a^	−0.21	glutamine biosynthetic process
*Cbs*	Cystathionine beta-synthase	1.68E-11	−0.41^a^	−0.06	− 0.40^a^	−0.14	catalyzes first step of the transsulfuration pathway
*Qdpr*	Dihydropteridine reductase	2.10E-11	−0.64^a^	−0.39	− 0.70^a^	−0.36	6,7-dihydropteridine reductase activity
*Sox8*	Transcription factor SOX-8	6.57E-11	0.58^a^	0.37	0.42^a^	0.38	enteric nervous system development
*Psat1*	Phosphoserine aminotransferase	6.63E-11	0.48^a^	0.39	0.40^a^	0.46^a^	L-serine biosynthetic process
*Enpp6*	Ectonucleotide pyrophosphatase/phosphodiesterase family member 6	2.01E-10	0.20^a^	0.58	0.76^a^	1.25^a^	choline metabolic process
*Ttyh1*	Protein tweety homolog 1	1.37E-09	−0.44^a^	−0.12	−0.04	−0.14	chloride transport

Noted with ^a^are genes that are also differentially expressed in individual brain regions

**Fig. 2:**
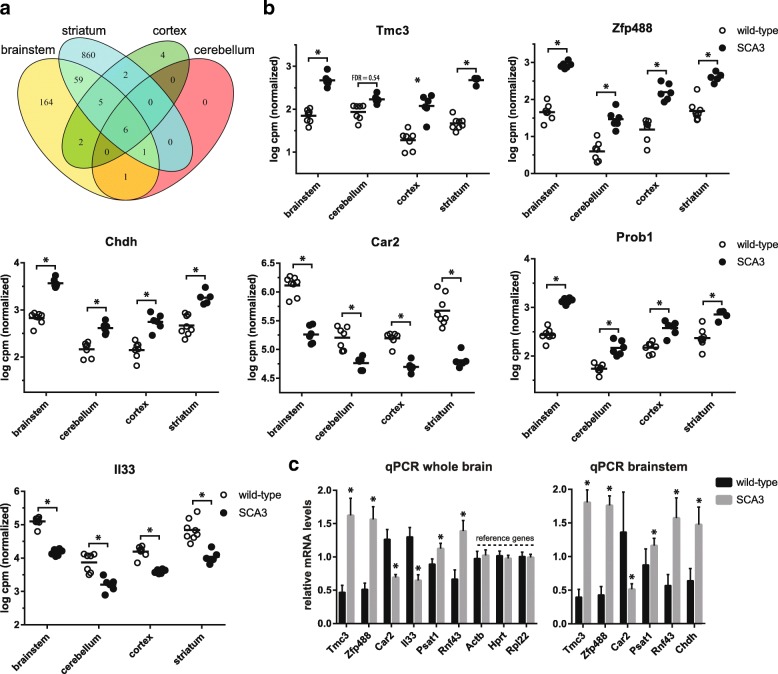
RNA sequencing results for SCA3 mouse brain. **a** Venn diagram depicting overlap of significantly altered genes (FDR < 0.05) from RNA sequencing analysis between SCA3 and wild-type mice per brain region. Six genes were common to all four regions. **b** Plots of the 6 most significantly altered genes in SCA3 mouse brain (combined regions). Expression values of genes are depicted separately for the 4 tested brain regions. * = FDR < 0.01 **c** qPCR validation on equimolar cDNA from the 4 brain regions, as well as separately in brainstem confirms significant gene expression changes. Based on 7 wild-type vs 6 SCA3 mice at 17.5 months of age. * = FDR < 0.01. *Actb, Hprt* and *Rpl22* were used as reference genes

**Fig. 3:**
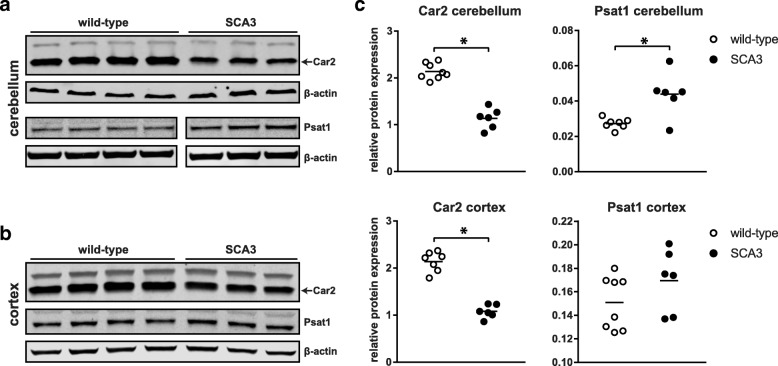
Protein validation of RNA sequencing results in SCA3 mouse brain. Western blot analysis of mouse brain lysates from cerebellum (**a**) and cortex (**b**) probed for Car2 and Psat1 protein. Depicted are results of 4 wild-type and 3 SCA3 mice. **c** Quantification of band intensity reveals significant downregulation of Car2 protein in cerebellum and cortex of SCA3 mice, and significant upregulation of Psat1 in cerebellum. Protein expression was corrected per lane for β-actin levels. Based on 8 wild-type vs 6 SCA3 mice. * = *p*-value < 0.05 with student’s *t*-test

### Cellular signalling pathways are altered in SCA3 mouse brain

To establish gene expression changes in SCA3 mice at the gene function level, the Euretos knowledge platform and Ingenuity pathway analysis (IPA) tools were used to assess pathway enrichment. Both tools showed good overlap in the top significant pathways for brain region combined analysis. The top pathways associated with the 585 differentially expressed genes in SCA3 mouse brain (4 regions combined) are listed in Table 3. The top pathways are sorted on ingenuity p-value, the complete list of pathway analysis can be found in (Additional file 5: Canonical pathways ingenuity). The combined region pathways signify alterations in pathways which are most consistent for the 4 brain regions, though effect size can differ per individual region. From this combined analysis, cellular signalling pathways were the most significantly enriched pathways, namely: α-adrenergic, CREB and protein kinase A (PKA) signalling, which are all predicted to be downregulated. CREB proteins can be activated by phosphorylation by kinases, including PKA [31], and can thus be involved in the same signalling cascade. Indeed, both CREB and PKA signalling have been implicated in Huntington disease [32, 33] and other neurodegenerative disorders [34], and CREB signalling is known to be required for long-term synaptic plasticity and axonal outgrowth [35], which was also found as one of the most significantly altered pathways. Similar to Huntington disease, sterol regulatory element binding proteins (SREBPs) and cholesterol biosynthesis [36, 37] were also among the top significantly altered pathways in the current SCA3 study. Finally, a total of 24 significantly altered genes were associated with the cellular process of myelination (go:0042552), suggesting a defect in myelin homeostasis in SCA3 brain as was also reported for Huntington disease [38].

**Table 3:** Top overrepresented pathways for genes differentially expressed in SCA3 mouse brain

Pathway	Number of genes	p-value	Pathway database
Brain regions combined analysis (585 genes)			
α-adrenergic signalling	11	1.23E-05	IPA
CREB signalling in neurons	25	1.95E-05	IPA
Protein kinase A signalling	25	2.57E-05	IPA
Axon guidance	24	3.63E-05	IPA + Euretos
Transmission across chemical synapses	13	5.50E-05	IPA + Euretos
Superpathway of cholesterol biosynthesis (srebp)	6	6.03E-05	IPA + Euretos
Myelination (cellular process)	24	8.02E-06	IPA + Euretos
Brainstem (195 genes)			
pi-3 k cascade	6	1.20E-04	IPA + Euretos
amino acid metabolism	9	1.31E-04	Euretos
Superpathway of Cholesterol Biosynthesis	5	1.74E-04	IPA + Euretos
Striatum (824 genes)			
axon guidance	38	2.19E-07	IPA + Euretos
neurotransmitter receptor binding and downstream transmission in the postsynaptic cell	19	9.72E-06	Euretos
synaptic transmission/long term potentiation	23	3.02E-05	IPA + Euretos

Overrepresented pathways based on Ingenuity (IPA) and Euretos pathway analyses. Where applicable, Ingenuity obtained p-values are preferentially reported. The three top pathways in brainstem were also significantly altered in striatum

Since ataxin-3 is ubiquitously expressed in brain, and in SCA3 patients there is no clear correlation between the affected brain regions and level of ataxin-3 expression [39], region specific pathological mechanisms are likely at play. Indeed, different pathways were observed when performing brain region combined analysis compared to brainstem and striatum individually (Table 3 and Fig. 4a). In striatum, the predominant effects were observed in axon guidance and synaptic transmission pathways (Fig. 4b) in addition to neurotransmitter receptor induced postsynaptic events. These pathways were however not apparently affected in brainstem (Fig. 4c). Of note, the affected neurotransmitter receptor pathway is most likely glutamate dependent based on involved genes (*Grind2d* and *Grik1*). Transcriptional analysis of SCA1 [40, 41] as well as SCA7 [42] mouse models have previously established a potential involvement of glutamate signalling, suggesting that this may be a signalling pathway that is more broadly affected in the polyQ cerebellar ataxias. Brainstem showed the most significant alterations in amino acid metabolism, cholesterol biosynthesis and the pi-3 k cascade, though these pathways were also significantly altered in striatum. Due to the small number of differentially expressed genes, pathway analysis was not possible for cerebellum and cortex.

**Fig. 4:**
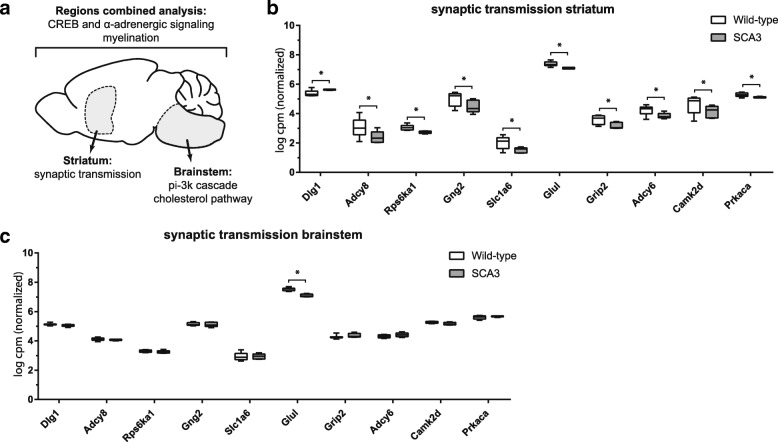
Affected pathways in SCA3 mouse brain. **a** Brainstem and striatum present with different top affected pathways based on gene expression analysis. Expression of synaptic transmission associated genes in striatum (**b**) and brainstem (**c**) of wild-type and SCA3 mice confirm that the transcriptional changes in this pathway are specific to striatum. Obtained from RNA sequencing of 8 wild-type and 6 SCA3 mice. Depicted are 10 out the 23 differentially expressed genes within synaptic transmission pathway

### Differential gene expression in blood

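Blood of SCA3 mice, which carry the human mutant ATXN3 gene, and of wild-type mice was sequenced at 2 ages. The analysis covered 22 blood samples, 6 from wild-type and 5 from SCA3 mice at 9 months and as many at 17.5 months. They came from 15 mice, 7 wild-type and 8 SCA3. By the mouse numbers in the sample labels, 5 wild-type and 2 SCA3 mice were sampled at both ages. The authors made libraries from polyadenylated RNA after globin depletion, aligned the reads to the mouse genome (GRCm38), kept reads with a single alignment and counted them per RefSeq gene. They deposited these counts without normalization, for genes averaging at least 4 CPM. Totals ran from 21898928 to 44390286 counts per sample. Every gene's counts were corrected for its GC content in each sample by quantile regression followed by quantile normalization, the method of the CQN package used in the paper, which was rewritten because that package was not installed. The 4 groups of genotype and age were then fitted together with edgeR, and the genotypes were compared at each age by its quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. A gene was called when its adjusted p was under 0.05. The paper's likelihood ratio test was run as an alternative. On simulated counts with 200 changed genes and the GC curves of these samples, the quasi-likelihood test called 82.6% of the changed genes and 4.77% of its calls were unchanged genes. For the likelihood ratio test the share called was 86.3%, and 9.09% of its calls were unchanged genes. The simulation drew genes independently of each other and took the GC curves as artifact, so these shares need not hold for the real data.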

Blood samples were collected at 9 and 17.5 months of age, RNA was isolated and sequenced after depletion of globin transcripts. Average number of reads was 57.5 million (SD ± 10.7 million), and on average 53% were aligned to known genes (Additional file 6: Figure S4A). 

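The deposited counts added up to a mean of 30532851 ± 6428340 (SD, n = 22) per sample, which is 53.1% of the paper's average number of reads. The median total at 9 months was 23540072 counts in wild-type mice (n = 6) and 31182610 in SCA3 mice (n = 5), a difference larger than the spread between samples (two-sided exact permutation test of the means, p = 0.0195). At 17.5 months the medians were 35507989 in wild-type mice (n = 6) and 31715919 in SCA3 mice (n = 5), and no difference of the means was established (exact permutation test, p = 0.134). Alas2, an enzyme of heme synthesis in red cell precursors, took 6.8% ± 2.3 (SD, n = 6) of the counts in wild-type and 5.3% ± 0.95 (SD, n = 5) in SCA3 mice at 17.5 months.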

The blood RNA sequencing data can be found under GEO accession GSE108069. A total of 9800 genes were used for gene expression analysis. 

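The count table holds 9850 genes, and the lowest average of any gene over the samples was 4.07 CPM. Of these genes, 9847 had at least 10 counts in every sample, and 1 value in the whole table was 0. The gene symbols were looked up in the GENCODE annotation, where 9513 were found under the same symbol and 290 under another name of the gene. The other 47 genes have no GC value here, and their correction used the median GC content of the others.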

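Of 12 mouse globin symbols looked for, 3 are in the count table, and those of the adult alpha and beta chains are not among them. The embryonic Hbb-y averaged 4.74 CPM over the 22 samples, with a range of 1.93 to 6.8 CPM. The theta globins Hbq1a and Hbq1b averaged 147 CPM and 69.9 CPM. Hbq1a was at 206 ± 50.7 CPM (SD, n = 6) in wild-type and 109 ± 11.6 CPM (SD, n = 5) in SCA3 mice at 9 months (two-sided exact permutation test, p = 0.00649). At 17.5 months it was at 160 ± 51 CPM (SD, n = 6) in wild-type and 100.4 ± 23.4 CPM (SD, n = 5) in SCA3 mice (exact permutation test, p = 0.0476). Neither difference passed the adjustment over all genes (adjusted p = 0.732 at 9 months and 0.403 at 17.5 months, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).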

Globin transcripts were successfully reduced (Additional file 6: Figure S4B), and were < 4 CPM. However, both average GC percentage and 5′-3′ bias were significantly lower in the samples from SCA3 mice (Additional file 6: Figure S4C and D). 

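The GC content of the genes that the reads fell on was taken from the counts, as the mean GC content of the transcripts weighted by their counts. At 17.5 months it was 50.1% ± 0.58 (SD, n = 6) in wild-type and 49.1% ± 0.27 (SD, n = 5) in SCA3 mice, a difference of -1.06 percentage points (two-sided exact permutation test, p = 0.0108). Without the 100 genes with the most counts the difference was -1.12 (exact permutation test, p = 0.013). At 9 months the GC content was 50.1% ± 0.36 (SD, n = 6) in wild-type and 50.04% ± 0.31 (SD, n = 5) in SCA3 mice, a difference within the spread between samples (exact permutation test, p = 0.723). The difference between genotypes was larger at 17.5 than at 9 months (exact permutation test over splits of the mice into genotypes, p = 0.0119). The 5′-3′ bias is a measure of reads along transcripts and was not analysed here.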

The GC content can have a confounding effect on differential gene expression in RNA sequencing analysis, because it may arise during PCR amplification before sequencing, and it is difficult to separate from a true signal [43]. 

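Before any GC correction, with TMM library sizes, the log2 fold changes between SCA3 and wild-type mice at 17.5 months followed the GC content of the genes (Spearman's rho = -0.76 across 9803 genes, which are not independent replicates). In 10 bins of genes by GC content, the median log2 fold change went from 0.44 in the bin with the lowest GC content to -0.46 in the bin with the highest. After the GC correction rho was 0.05 across the same genes, and the median log2 fold changes of the outermost bins were -0.07 and -0.01. At 9 months rho was -0.07 before the correction. The paper corrects for GC content before testing because it can confound the comparison and is difficult to separate from a true signal.

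**Figure D1:**
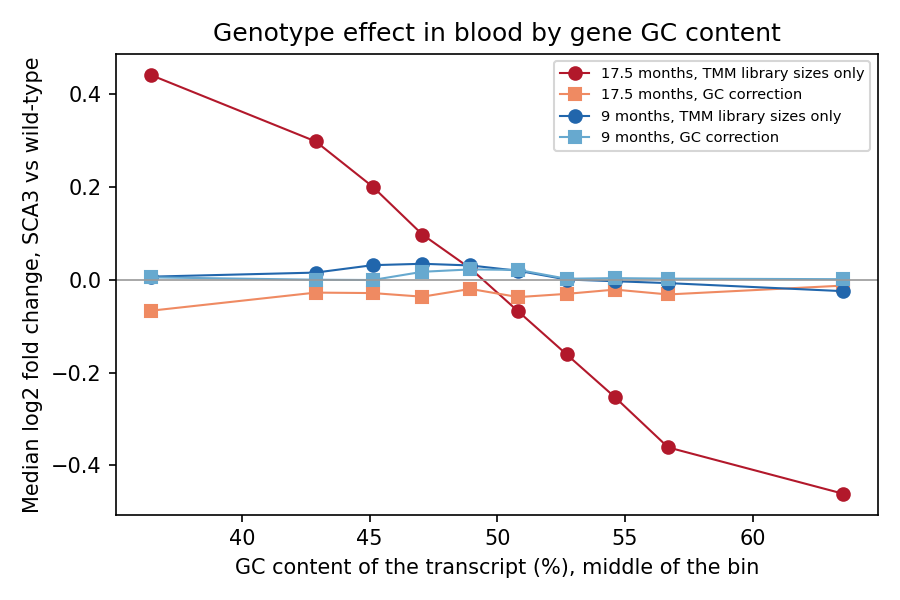
Median log2 fold change between SCA3 and wild-type mice in blood (vertical axis) against the GC content of the transcripts in % (horizontal axis) for 10 bins of genes, at 9 and 17.5 months, with TMM library sizes only (circles) and with the GC correction (squares). Without the correction the medians at 17.5 months fall from 0.44 to -0.46, and with it they stay close to 0.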

For this reason, GC-content correction was performed prior to analysis [24]. 

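The quasi-likelihood test with GC correction called 0 of 9850 genes between the genotypes at 17.5 months, where 1686 genes had an unadjusted p under 0.05. At 9 months it called 0 genes, with 659 at an unadjusted p under 0.05. The likelihood ratio test with the same correction called 124 genes at 17.5 months, 70 higher and 54 lower in SCA3 mice, and 0 at 9 months, where 597 had an unadjusted p under 0.05. The count at 17.5 months moved most with DESeq2 and no GC correction, to 2680 genes. A test of the difference itself, the genotype effect at 17.5 months minus that at 9 months, called 0 genes (quasi-likelihood test), with 1473 at an unadjusted p under 0.05. Fam122a, on chromosome 19 from 24476502 to 24477356, had the smallest adjusted p at 17.5 months and is named after its values were seen. Its log2 fold change was 0.99 (standard error 0.17, adjusted p = 0.0569 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the genes with small p at 9 months were Psd3, with a log2 fold change of 0.74 (standard error 0.17), and Stk19, with -0.37 (standard error 0.09), both with an adjusted p of 0.732 from the quasi-likelihood test with Benjamini-Hochberg adjustment.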

At 9 months of age, only *Uba52* was significantly downregulated in blood of SCA3 mice, while at 17.5 months of age a total of 142 genes were found differentially expressed compared to wild-type mice. 

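The 10 genes of Table 4 kept the directions of the table, 8 higher and 2 lower in SCA3 mice at 17.5 months. Pdia6, on chromosome 12 from 17266545 to 17284770, had a log2 GC-corrected value of 6.81 ± 0.20 (SD, n = 6) in wild-type and 6.32 ± 0.15 (SD, n = 5) in SCA3 mice. Its log2 fold change was -0.50 (standard error 0.10, adjusted p = 0.0639 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Exons of Pdia6 share bases with Atp6v1c2 on the other strand, and the counting was not strand-specific. Klk8 and Runx2 likewise share exon bases with the antisense genes 2310002F09Rik and Runx2os1. Hs3st3b1, on chromosome 11 from 63885792 to 63922290, went from 2.77 ± 0.35 (SD, n = 6) in wild-type to 3.79 ± 0.16 (SD, n = 5) in SCA3 mice, a log2 fold change of 1.00 (standard error 0.18). Klk8, on chromosome 7 from 43797577 to 43803826, went from 3.73 ± 0.43 (SD, n = 6) to 4.88 ± 0.29 (SD, n = 5), a log2 fold change of 1.11 (standard error 0.22). For these 3 genes every SCA3 mouse lay beyond every wild-type mouse (two-sided exact permutation test on the log2 values, p = 0.00433 for Pdia6 and 0.00216 for Hs3st3b1 and Klk8, the smallest p that 6 mice against 5 allow). The log2 fold changes of Il18r1, Runx2, Reck, Tob1, Phf13, Rhoh and Smad7 were 0.65, 0.74, 1.04, 0.84, 0.51, -0.54 and 0.61. Over all 9850 genes, the adjusted p of the 10 genes lay between 0.0639 and 0.0849 in the quasi-likelihood test (Benjamini-Hochberg adjustment) and between 0.000781 and 0.0209 in the likelihood ratio test. Adjusted over the 10 genes alone, 10 passed in the quasi-likelihood test, but the list comes from these same data and shows no stability. At 9 months 0 of the 10 genes were called, and 1, Phf13, had an unadjusted p under 0.05. Between the ages 3 of the 10 were called in wild-type and 0 in SCA3 mice (quasi-likelihood test). In wild-type mice 9 had an unadjusted p under 0.05 with age, and in SCA3 mice 3. As age cannot be told apart from a batch here, these counts do not show which genotype changed.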

The top 10 differentially expressed genes at 17.5 months are listed in Table 4 and corresponding plots of the top 5 genes are shown in (Fig. 5a). Of the significantly altered genes in SCA3 mouse blood, Tnfsf14 (Tumor Necrosis Factor (Ligand) Superfamily, Member 14) has previously been reported to be upregulated in blood of SCA3 patients [44]. Tnfsf14 showed a log fold change of 0.8 in SCA3 mouse blood, with a FDR of 0.048. 

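Tnfsf14 lies on chromosome 17 from 57189492 to 57194177. Its GC-corrected log2 value at 17.5 months was 4.63 ± 0.30 (SD, n = 6) in wild-type and 5.42 ± 0.29 (SD, n = 5) in SCA3 mice. The log2 fold change was 0.78 (standard error 0.23, adjusted p = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5 of 5 SCA3 mice were above the wild-type mean. In the likelihood ratio test its adjusted p (Benjamini-Hochberg) was 0.056, and over the alternatives it ranged from 0.056 to 0.23. Without GC correction the log2 fold change was 0.48, both in the quasi-likelihood fit and in DESeq2. With the GC correction and each mouse of that age left out in turn, the log2 fold change stayed between 0.71 and 0.89. At 9 months it was -0.30 (standard error 0.23), within the spread between mice (exact permutation test, p = 0.297). The genotype effect at 17.5 months minus that at 9 months was 1.09 on the log2 scale (adjusted p = 0.217, quasi-likelihood test with Benjamini-Hochberg adjustment).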

Through qPCR validation we were able to verify the expression changes in SCA3 mouse blood for protein scribble homolog (*Scrib,* log fold change − 0.4, FDR 0.02) and cation-transporting ATPase 13A2 (*Atp13a2*, log fold change − 0.4, FDR 0.037), and were able to confirm a trend for 4 other genes tested (Fig. 5b). 

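In the RNA sequencing data at 17.5 months, Scrib (chromosome 15, 76047158 to 76069784) had a GC-corrected log2 value of 6.11 ± 0.11 (SD, n = 6) in wild-type and 5.73 ± 0.07 (SD, n = 5) in SCA3 mice. The log2 fold change was -0.38 (standard error 0.11, adjusted p = 0.108 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every SCA3 mouse was below every wild-type mouse. Atp13a2 (chromosome 4, 140986873 to 141007330) had a log2 value of 7.06 ± 0.19 (SD, n = 6) in wild-type and 6.69 ± 0.14 (SD, n = 5) in SCA3 mice. Its log2 fold change was -0.37 (standard error 0.11, adjusted p = 0.133 from the same quasi-likelihood test with Benjamini-Hochberg adjustment), with 5 of 5 SCA3 mice below the wild-type mean. The transcripts of both genes are GC-rich, at 61.2% and 62.4%, and without GC correction their log2 fold changes were -0.87 and -0.85, with adjusted p of 0.00436 and 0.00405 (quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives the adjusted p ranged from 3e-06 to 0.183 for Scrib and from 2.5e-08 to 0.25 for Atp13a2. Lars2, which is among the genes with blood qPCR primers in the paper, had a log2 fold change of 1.18 (standard error 0.31, adjusted p = 0.0961 from the quasi-likelihood test with Benjamini-Hochberg adjustment). In the likelihood ratio test the adjusted p (Benjamini-Hochberg) of Lars2 was 0.0221, and over the alternatives it ranged from 0.00876 to 0.119. Its counts rose and fell with those of the ribosomal RNA precursor Rn45s across samples. The reference genes Actb, Vcl and Hprt had log2 fold changes of -0.40, 0.35 and -0.11 at 17.5 months, with adjusted p of 0.44, 0.521 and 0.521 (quasi-likelihood test with Benjamini-Hochberg adjustment). Without GC correction that of Hprt was 0.40.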

Pathway analysis of the significantly altered genes revealed an effect on respiratory electron transport and mitochondria associated genes.

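The respiratory chain was taken as 75 genes in the count table, picked by symbol patterns meant for the subunits of its complexes and of ATP synthase. Such patterns can also take in genes that are not subunits. At 17.5 months 41 were higher and 34 lower in SCA3 mice, with a mean log2 fold change of 0.03 ± 0.26 (SD over the genes). No common shift of the set was found (limma's camera test with the correlation between genes estimated at 0.22, two-sided p = 0.779). That test looks for 1 common direction and cannot exclude changes of single genes in both directions. An exact permutation test of the set's mean log2 value per sample, chosen after the camera result was seen, gave p = 0.593. The quasi-likelihood test called 0 of them, and 16 had an unadjusted p under 0.05, 6 higher and 10 lower, against 1686 of all 9850 genes (two-sided Fisher's exact test, p = 0.354, odds ratio 1.32). Of the 124 genes called by the likelihood ratio test, 2 are in the set, 1 higher and 1 lower (Fisher's exact test, p = 0.243, odds ratio 2.17). The paper's pathway results list 10 genes for the mitochondrial pathways, of which Cox5a, Atp5j and Ndufa5 were higher and Atp5s, Uqcrc2, Ndufa12, Atp5d, Ogdh, Fh1 and Mdh1 lower. Atp5s changed sign without GC correction, to a log2 fold change of 0.10. The largest changes were those of Cox5a, at 0.82 (standard error 0.24), and Atp5j, at 0.79 (standard error 0.21). The smallest adjusted p of the 10 genes, that of Fh1, was 0.0905 in the quasi-likelihood test (Benjamini-Hochberg adjustment), and the likelihood ratio test called 3 of them. Exons of Cox5a, Uqcrc2, Atp5j, Atp5d and Mdh1 share bases with a gene on the other strand. Adjusted over the 10 genes alone 9 passed, but this list also comes from the same data.

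**Figure D2:**
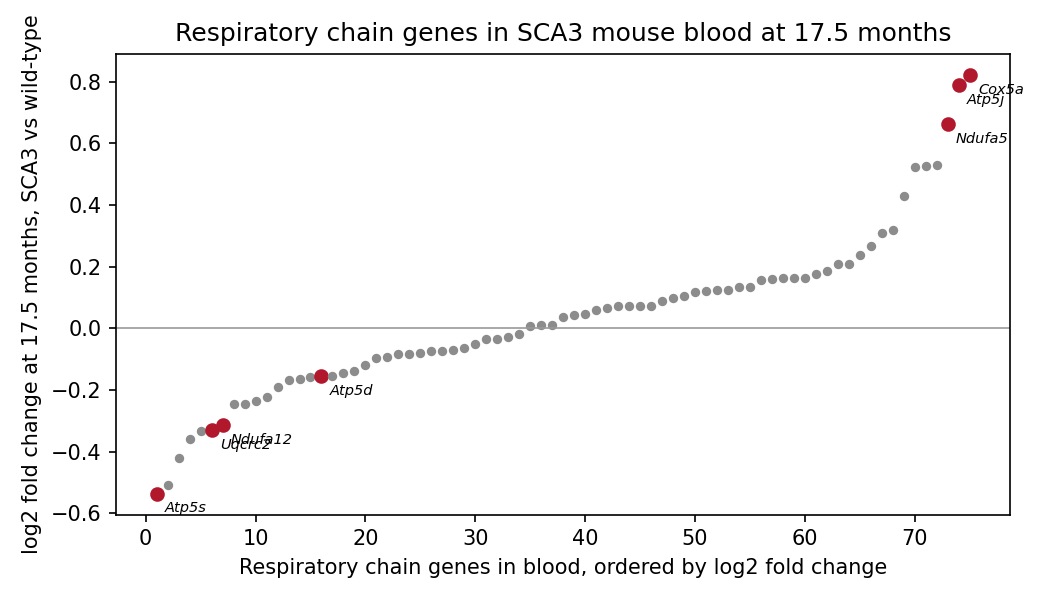
Log2 fold change between SCA3 and wild-type mice at 17.5 months (vertical axis) of the 75 respiratory chain genes in blood, ordered by it (horizontal axis), with the genes of the paper's mitochondrial pathways that belong to the set labelled in red. Values run from -0.54 for Atp5s to 0.82 for Cox5a, with 41 genes above 0 and 34 below.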

**Table 4:** Top 10 differentially expressed genes in SCA3 mouse blood at 17.5 months old

Gene symbol	Name	FDR	Log fold change	Protein function (GO term mol. function or biological process)
*Pdia6*	protein disulfide isomerase associated 6	0.002	−0.6	apoptotic cell clearance
*Hs3st3b1*	heparan sulfate (glucosamine) 3-O-sulfotransferase 3B1	0.002	0.9	glycosaminoglycan biosynthetic process
*Klk8*	kallikrein related-peptidase 8	0.004	1.0	endopeptidase activity
*Il18r1*	interleukin 18 receptor 1	0.007	0.7	interleukin-18-mediated signaling pathway
*Runx2*	runt related transcription factor 2	0.007	0.8	ATP binding
*Reck*	reversion-inducing-cysteine-rich protein with kazal motifs	0.007	1.1	endopeptidase inhibitor activity
*Tob1*	transducer of ErbB-2.1	0.007	0.8	receptor tyrosine kinase binding
*Phf13*	PHD finger protein 13	0.007	0.6	chromatin binding
*Rhoh*	ras homolog family member H	0.007	−0.5	mast cell activation
*Smad7*	Mothers Against Decapentaplegic Homolog 7	0.010	0.7	activin binding

**Fig. 5:**
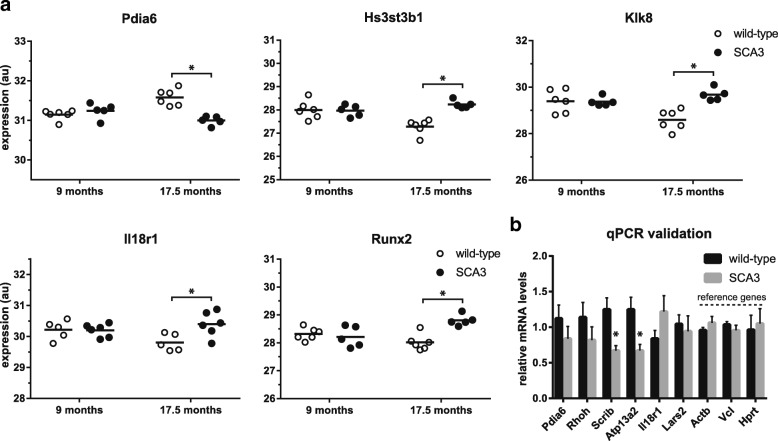
top 5 differentially expressed genes in blood of SCA3 mice. At 17.5 months 142 genes were differentially expressed (FDR < 0.05). **a** Normalized expression of top 5 differentially expressed genes at 17.5 months of age in blood of wild-type and SCA3 mice as detected by RNA sequencing. **b** qPCR validation of blood RNA confirms significant gene expression changes for *Scrib* and *Atp13a2*. Based on 8 wild-type vs 6 SCA3 mice at 17.5 months of age. * = FDR < 0.05. *Actb, Vcl* and *Hprt* (right columns) were used as reference genes

### Metabolic and lipid changes in blood of SCA3 mice

Plasma samples from 4 wild-type and 4 transgenic mice were collected at 4, 12 and 16 months of age and used for LC-MS detection of metabolites (Profilomics, Gif-sur-Yvette, France). A total of 195 variables were detected in both ionization modes, where 114 could be matched at a level 1 annotation (retention time, relative isotopic ratio and MS/MS spectra) and 81 with a level 2 annotation (no MS/MS data) to an in-house database of metabolites. Combining positive and negative ion modes led to detection of 148 unique metabolites. The corresponding chemical classes of the detected metabolites are depicted in (Additional file 7: Figure S5).

Alterations in metabolite levels were assessed between wild-type and SCA3 mice at individual time points using the Welch’s unequal variances *t*-test procedure by comparing the area under the curve (AUC) using log10 areas. Due to the low sample number, there was no correction for multiple testing and nominal *p*-values are reported. A total of 32 metabolites were found to be significantly different (*p* < 0.05) between SCA3 and wild-type mice. The 10 most significantly altered metabolites, irrespective of testing time point, are listed in Table 5. At 4 months of age, DL-Dihydroorotic-acid was most significantly altered, whilst L-Threonic-acid was most significantly altered at 12 months of age, and DL-tryptophan at 16 months Fig. 6a).

**Table 5:** Top altered blood metabolites in SCA3 mice at 3 time points

Compound	ChEBI ID	Fold change	*p*-value	Altered at Time points	Associated pathway
4 months					
DL-Dihydroorotic-acid	17025	1.61 ± 0.19	0.002	4 months	Pyrimidine Metabolism
N-a-acetyl-L-arginine	40521	1.95 ± 0.39	0.003	4 months	NA
3-hydroxydecanoic-acid / 10-hydroxydecanoic-acid	17409	1.51 ± 0.21	0.005	4 months	Fatty Acid
12 months					
L-Threonic-acid	15908	0.55 ± 0.08	0.001	12 months	Ascorbate and aldarate metabolism
2-Aminoisobutyric-acid / Aminobutyric-acid	27971	2.58 ± 0.69	0.002	12 months	NA
Asparagine	17196	0.68 ± 0.08	0.003	12 months	Ammonia Recycling / Aspartate Metabolism / Transcription/Translation
16 months					
Methylhistamine	29009	0.87 ± 0.06	0.019	16 months	Histidine Metabolism
DL-Tryptophan	27897	0.74 ± 0.11	0.020	12 and 16 months	NA
Threonine / D-allo-Threonine	16857	0.77 ± 0.09	0.038	16 months	Glycine and Serine Metabolism / Threonine and 2-Oxobutanoate Degradation / Transcription/Translation

Nominal p-values reported, associated pathway obtained from Profilomics database

**Fig. 6:**
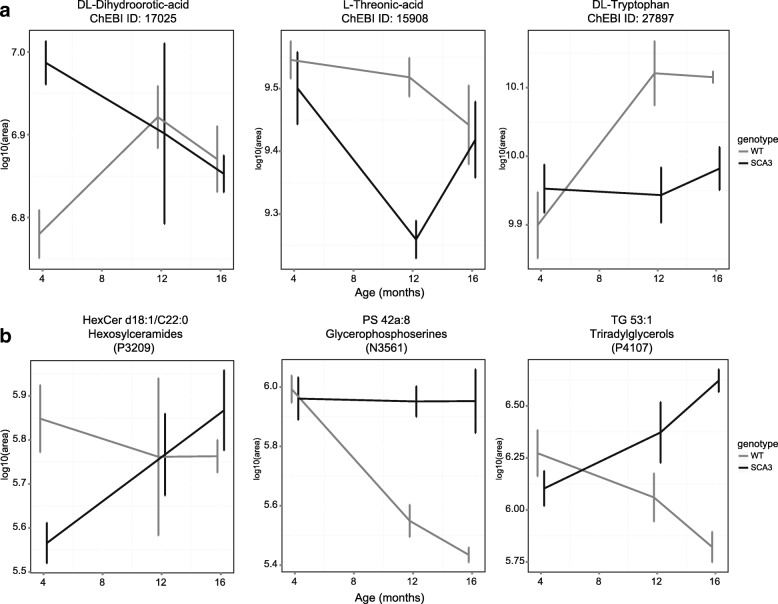
Significantly altered metabolites at 4, 12 and 16 months of age in the MJD84.2 mouse model. **a** Levels of the 3 most significantly altered metabolites over time. **b** Levels of 3 most significantly altered lipids over time. Listed profilomic ID can be found in (Additional file 9 and 11). Based on 4 wild-type vs 4 SCA3 mice. Depicted is mean log areas ±SD per time point

To assess alterations of the metabolome in SCA3 mice over time, a PCA was performed (Additional file 8: Figure S6). Age was weakly but significantly correlated with the first principal component (PC), which explains 57% of variance (ρ = − 0.586, *p* < 0.05). Genotype also weakly but significantly correlated with PC3, explaining 7% of variance (Additional file 8: Figure S6B) (ρ = − 0.463, *p* < 0.05), indicating that the effect of mutant ataxin-3 expression in the mice did not induce a strong effect on blood metabolite levels. When comparing SCA3 to wild-type mice at 4, 12 and 16 months of age, the number of significantly altered metabolites in blood were 14, 20 and 4 respectively. From these metabolites, only DL-Tryptophan was altered at two of the time points, whilst the other metabolites were only found to be altered at a single time point. The full list of measured metabolites and comparisons between genotypes can be found in (Additional file 9: Blood metabolites).

On the same plasma samples, lipid levels were also examined. A total of 491 unique lipids were identified, divided over 26 classes (Additional file 7: Figure S5). To have an overview of the dataset, areas of all unique lipids from the same lipid class were summed. Differences in levels of the individual lipids and of the lipid classes at 4, 12 and 16 months were assessed using the Welch’s unequal variance t-test without multiple testing correction (Additional file 10: Table S2). Using this method, at 4 months of age no lipid classes were found significantly different in plasma between SCA3 and wild-type mice. At 12 months of age, glycerophosphoserine and sulfatides were decreased significantly in the SCA3 mouse. At 16 months of age, di- and triacylglycerols and ceramides were significantly increased in plasma of SCA3 mice compared to wild-type. Both diacylglycerols and ceramides have been linked to the oxidative stress and stress signalling pathways [45, 46]. In contrast, glycerophosphoserine, lyso-phosphoinositols and sulfatide were found to be decreased in the SCA3 mice over time. Interestingly, 3 of the 4 NeuGC-GM2 gangliosides were found significantly altered at 16 months. The full list of measured lipids can be found in (Additional file 11: Blood lipids). The most significantly altered individual lipids are shown in (Fig. 5b). Due to their association with disease progression, ceramides, sulfatides, glycerophosphoserine and triradylglycerol may be of potential interest as biomarkers of disease progression in these mice.

## Discussion

Here, we determined gene expression as well as metabolite and lipid changes in the SCA3 MJD84.2 mouse model [16]. Transcriptional deregulation is a known pathogenic process in SCA3 [8], but so far few studies have been performed to establish which transcriptional changes occur and how these are involved in the molecular pathogenicity in SCA3. Furthermore, there is currently a requirement for reliable (pre)clinical biomarkers capable of tracking disease progression in SCA3.

### Multi-omic biomarker identification in blood of SCA3 mice

Both metabolites [47] and gene transcripts [48] may serve as biomarkers to track neurodegenerative disease progression in blood. Sequencing of whole blood RNA revealed lower levels of *Uba52* at 9 months of age, whereas 142 genes were differentially expressed at 17.5 months of age in the SCA3 mice. A total of 10 genes have been reported as transcript biomarkers in blood of SCA3 patients [44]. Of these 10 genes, only upregulation of Tumor Necrosis Factor Superfamily Member 14 (*Tnfsf14)* was also observed significantly upregulated in our dataset of the SCA3 mice. Despite the modest overlap, this observation does solidify *Tnfsf14* as a potential blood biomarker for SCA3. Pathway analysis of the 142 altered genes in our blood dataset suggested affected respiratory electron transport pathways, in line with mitochondrial abnormalities and increased oxidative damage observed in peripheral blood of Huntington patients [49] and mitochondrial DNA damage previously reported in blood and brain of SCA3 mice [50]. Interestingly, whole blood RNA sequencing of SCA2 patients also suggested affected mitochondrial function [51], suggesting a potential commonality between the different polyQ disorders.

Metabolite analysis of blood revealed a range of altered metabolites in SCA3 mouse blood at all three time points tested. However, due to the small sample size used, the results must be interpreted with caution and the most relevant alterations in metabolites are those that are represented at multiple time points and show increasing fold change over time. In this regard, DL-Tryptophan (CHEBI: 27897) was identified as the most promising biomarker. DL-tryptophan levels were found to be altered at both 12 and 16 months of age, with lower levels in SCA3 mice (fold change 0.7 +/− 0.11). Interestingly, blood tryptophan levels have been correlated with disease progression in blood of Huntington disease patients, with affected patients also showing lower levels [52, 53]. Indeed, tryptophan and its degradation products have been proposed as pathogenic factors in Huntington brain, with the tryptophan metabolite quinolinate reported to be elevated in Huntington disease brain, due to increased 3-hydroxyanthranilate oxygenase activity [54]. To our knowledge, tryptophan levels in blood of SCA3 patients have not been assessed yet, and would thus be a good starting point to establish a biomarker indicative of disease progression.

Lipidomic analyses revealed that at 16 months of age the di- and triglycerides and ceramides (CHEBI: 85812 and 85777) levels were increased considerably in the SCA3 mice (Additional file 9: Blood metabolites). Interestingly, increased triglycerides levels have been detected in blood of SCA3 patients [55], but ceramides have not yet been assessed in a clinical setting. In a mouse model for Huntington disease, increased diacylglycerol kinase (DGK) activity has been observed, and a protective effect of DGK inhibition was suggested [56]. In line with the blood transcriptional changes, ceramides have been frequently reported in relation with neurodegenerative disorders, especially in the context of oxidative stress, inflammation and apoptosis [57–59]. For instance, in spinal cord tissue from amyotrophic lateral sclerosis spinal cord patients, increased levels of ceramides were detected and preceded the clinical phenotype in a mouse model [60]. The proposed mechanism is that the mutant protein leads to increased oxidative stress, thereby altering the sphingolipid metabolism to produce more ceramides and cholesterol esters, in turn sensitising motor neurons susceptible to excitotoxicity and oxidative stress, culminating in cell death [60]. A comparison between ceramides in blood and CNS tissue of the SCA3 mouse in future experiments may thus be useful to establish ceramides as a potential biomarker.

### CREB and α-adrenergic signalling pathway transcripts are most consistently altered throughout the SCA3 mouse brain

A combined brain region differential gene expression analysis was performed in order to prioritise the most robust and consistent transcriptional alterations across all brain regions. In this manner, CREB and α-adrenergic signalling pathways were determined as most strongly affected in the SCA3 mouse brain. α-Adrenergic signalling has not yet been extensively investigated for SCA3, and further validation in other mouse models and patient brain material should thus be performed to more reliably establish this finding. However, adenosine homeostasis is reportedly changed in Huntington [61], suggestive of potential parallels between the two polyQ disorders. Additionally, an adenosine A2A receptor agonist, though pleiotropic, was shown to have beneficial effects on neurodegeneration and transcriptional dysregulation in a SCA3 transgenic mouse [62].

Downregulation of CREB signalling was the second most affected pathway based on the RNA sequencing of brain tissue in the SCA3 mice. This finding is in good agreement with previous studies where ataxin-3 was found to interact with CREB-binding protein, and inhibits transcription by this coactivator [63].This inhibition likely takes place through sequestration of CREB-binding protein by the polyglutamine, as evidenced in the polyQ disease spinal and bulbar muscular atrophy (SBMA) [64]. Furthermore, an expanded polyglutamine stretch is also known to supress phosphorylation of CREB through binding of the coactivator TAFII130, interfering with CREB-dependent transcription and subsequently contributing to polyQ pathogenicity [65]. Also, CREB deficiency enhances polyQ induced lethality in *Drosophila,* which can be partly rescued by increased CREB expression [66]. As CBP regulates CREB [67] and SREBP transcriptional activity [68], these results suggest that loss of CBP function underlies at least part of the transcriptional dysregulation in the SCA3 brain, similar to what has been suggested for Huntington disease [69]. Consistent with the synaptic transmission related gene expression changes we observed in striatum of the SCA3 mice, CREB signalling is known to be required for long-term synaptic plasticity and axonal outgrowth [35]. Together, these findings suggest that CREB dependent transcription is indeed inhibited due to presence of expanded polyQ protein, and that the resulting transcriptional dysregulation contributes to the pathogenic mechanisms in SCA3 [34].

The relation between cellular dysregulation, neuronal loss, cerebellar dysfunction and the onset of motor/coordination symptoms in SCA3 is not yet elucidated. Other reports using the MJD84.2 mouse found that changes in Purkinje cell firing are an early disease manifestation that occur prior to observable neurodegeneration, but coincide with behavioural deficits of the mice [70]. Costa et al. also reported onset of behavioural deficits in the homozygous MJD84.2 mice, with unaltered Purkinje cell counts at the same time point [71]. The 75 week time point used for transcriptional analysis in this study corresponds to the early and minor loss of Purkinje cells in the MJD84.2 mouse model reported by others [70], but there were no behavioural deficits in the current study. Other molecular hallmarks of SCA3 are however conclusively present in these mice at this time point, including increased ataxin-3 nuclear localisation and insolubility [71–73]*,* which is considered an early stage of aberrant protein aggregation, deranged calcium signalling [72] and the increased excitability in Purkinje cells [70].

### Mutant ataxin-3 affects synaptic transmission pathways more strongly in striatum

From the combined brain region transcriptional analysis, CREB and α-adrenergic signalling were found most strongly affected. However, it was clear that the contribution of each individual brain region to this list was not equal. We observed larger fold changes and more differentially expressed genes in striatum and brainstem than observed in cortex and cerebellum. As we and others have repeatedly shown similar expression of the mutant ataxin-3 transgene in the MJD84.2 mouse model in the brain regions tested here [16, 73, 74], it is unlikely that variations in expression levels can explain these differences. Since previous studies suggest that cellular *ATXN3* transcript and protein levels do not correlate well with neuronal degeneration in SCA3 [39, 75], these findings are indicative of differential effects of mutant ataxin-3 in each brain region. One of the more surprising findings in our dataset was the fact that the synaptic transmission pathways were more strongly affected in striatum compared to brainstem and cerebellum. Pathway analysis of the transcriptome in the brainstem showed that the pi-3 k cascade and cholesterol biosynthesis pathways were most significantly altered in this brain region of the SCA3 mouse. It is not clear why different pathways are affected in brainstem compared to striatum in the SCA3 mouse. However, in a previous study we did note the strongest nuclear localisation of mutant ataxin-3 in the substantia nigra [73]. In SCA3 patients a marked reduction in dopamine transport was found in striatum [76]. Given that the dopaminergic innervation of striatum originates from substantia nigra [77, 78], pathogenic nuclear localisation of mutant ataxin-3 may interfere with this dopaminergic signalling. Indeed, in light of the requirement of CREB for dopamine dependent gene expression in the striatum [79], the observed alteration in CREB signalling in the striatum of the SCA3 mouse may reflect affected dopaminergic signalling from substantia nigra. Nonetheless, in a more severe SCA3 mouse model synaptic transmission and signal transduction pathways were found altered in cerebellum of symptomatic mice [8]. It will thus be interesting to determine whether these synaptic transmission deficiencies in cerebellum correlate with nuclear localisation or aggregation of mutant ataxin-3 and are a requirement for motor phenotype onset. The affected axon guidance pathway in striatum of SCA3 mice was also identified in a transcriptomic study with SCA2 mice, where weighted correlation network analysis of cerebellum found one module associated with axon guidance correlating to disease status [80].

### Emerging role of white matter dysfunction in SCA3

In a recent study, RNAseq profiling was performed on pons of 22 week old MJD84.2 and two knock-in SCA3 models [81]. A total of 38 genes were found differentially expressed in pons of these mouse models. In our study, we were able to identify 32 of these reported genes, and indeed found significant differential expression for 23 of those genes in brainstem of the MJD84.2 mice. This overlap argues for the robustness of both studies, and since we observed altered expression for 11 genes associated with myelination (*Olig1, Olig 2, Ddx54, Fyn, Egfr, Cdkn1c, Pmp22, Klk6, Mal, Tspan2,* and *Aspa*), our findings further solidify white matter changes as a potential disease process in brainstem of SCA3 mice. The top downregulated protein identified in our study, Car2, accumulates on oligodendrocyte processes associated with myelinated axons and it is thought that Car2 may be involved in myelin formation in the central nervous system [82], though no major myelin abnormalities have been observed in Car2 deficient mice [83, 84]. Furthermore, *Zfp488* (zinc finger protein 488) was significantly upregulated in SCA3 mice, and plays a role in the differentiation of neural progenitor cells to mature oligodendrocytes, thereby assisting in remyelination after injury [85]. Together, these gene expression studies warrant further investigation of these white matter related processes in SCA3 pathogenicity.

## Conclusions

Taken together, we report here *Tnfs14* transcript, DL-tryptophan levels and spingolipids ceramides as potential blood biomarkers for SCA3. Mechanistically, we found alterations in transcript levels for CREB and α-adrenergic pathways most consistently affected throughout all brain regions of the MJD84.2 mice. In striatum, synaptic transmission pathways were most strongly affected, whilst brainstem showed largest changes in the pi-3 k cascade.

## Additional files

Additional file 1: **Table S1.** Primers used for qPCR validation of RNA sequencing results.

Additional file 2: **Figure S1.** Brain alignment summary.

Additional file 3: **Figure S2.** Brain PCA.

Additional file 4: **Figure S3.** Protein validation of RNA sequencing results in SCA3 mouse brain. Western blot analysis of mouse brain lysates from cerebellum (**a**) and cortex (**b**) probed for Car2 and Psat1 proteins. Uncropped blots from those shown in Fig. 3, showing all 8 wild-type and 6 SCA3 mice. (JPG 434 kb)

Additional file 5: Canonical pathways ingenuity.

Additional file 6: **Figure S4.** number of reads and quality of blood RNA sequencing. **A** Number of reads obtained for each mouse is depicted per time point. RNA sequencing reads were aligned to mouse reference genome build 10 (GRCm38/mm10) using star aligner. **B** Distribution of reads for blood RNA sequencing indicate that globin reduction was efficient (1st rank gene account for < 10% of reads) and read distribution between samples was comparable. *n* = 22. **C** Median 5′-3′ bias in reads per genotype in blood at 17.5 months of age. SCA3 mice show significantly lower values (*p* < 0.05, Welch 2 sample t-test). **D** Average GC percentage of all reads per genotype in blood at 17.5 months. Significantly lower values are seen in blood of SCA3 mice (p < 0.05, Welch 2 sample t-test) prior to GC-content correction.

Additional file 7: **Figure S5.** distribution of metabolite classes and lipid families identified from mass-spec analysis of plasma samples. LC-HRMS analysis of plasma samples led to identification of 148 unique metabolites and 491 lipids.

Additional file 8: **Figure S6.** principal component analysis (PCA) of measured metabolites. Individual barcodes of mice are depicted, plasma was obtained for each mouse at 3 time points **A)** Age is significantly correlated with PC1 (ρ = − 0.586, p < 0.05), hence explaining most of the variation between samples. SCA3 *n* = 4, wild-type (WT) *n* = 4. **B)** The third principal component (PC) is significantly correlated with genotype (ρ = − 0.463, p < 0.05). PC3 and PC4 are shown.

Additional file 9: Blood metabolites.

Additional file 10: **Table S2.** Lipid classes altered at 4, 12 and 16 months in SCA3 mice. Only lipid classes with at least one significantly altered unique lipid at any time are shown.

Additional file 11: Blood lipids.

## Abbreviations

Actb: β-actin
Atp13a2: Cation-transporting ATPase 13A2
ATXN3: Ataxin-3
Car2: Carbonic anhydrase 2
CBP: CREB binding protein
CHEBI: Chemical entities of biological interest
CQN: Conditional quantile normalization
CREB: cAMP response element binding
DGK: Diacylglycerol kinase
FDR: False discovery rate
Hprt: Hypoxanthine-guanine phosophoribosyltransferase
IPA: Ingenuity Pathway Analysis
MJD: Machado-Joseph disease
PC: Principal component
PCA: Principal component analysis
PKA: Protein kinase A
PolyQ: Polyglutamine
Psat1: Phosphoserine aminotransferase 1
Rpl22: Ribosomal Protein L22
SBMA: Spinal and bulbar muscular atrophy
SCA3: Spinocerebellar ataxia type 3
Scrib: Protein scribble homolog
SREBP: Sterol regulatory element binding proteins
Tnfsf14: Tumor Necrosis Factor (Ligand) Superfamily, Member 14
Vcl: Vinculin

# Supplementary material for: Transcriptional profiling and biomarker identification reveal tissue specific effects of expanded ataxin-3 in a spinocerebellar ataxia type 3 mouse model
**Source:** Mol Neurodegener. 2018 Jun 22;13:31. doi: 10.1186/s13024-018-0261-9
**Supplement:** Supplementary file 1 — Table S1. Primers used for qPCR validation of RNA sequencing results.

**Table S1:** Primers used for qPCR validation of RNA sequencing results

| **Target gene** | **Primer name** | **Application** | **Sequence (5′ to 3′)** |
| --- | --- | --- | --- |
| Atxn3 | hATXN3_int_9_fw_56FAM | repeat sizing | /56-FAM/GTAATCTGTATCAGACTAACTGCTCTTG |
| Atxn3 | hATXN3_ex10_rev | repeat sizing | GATGTGAACTCTGTCCTGATAGGTC |
| *Car2* | mCar2_Qex3_Fw | qPCR | GCAGTGCTGAAAGGAGGACC |
| *Car2* | mCar2_Qex4_Rev | qPCR | CCCATATTTGGTGTTCCAGTGAA |
| *Psat1* | mPsat1_Qex1_Fw | qPCR | AAGCCACCAAGCAAGTGGTTA |
| *Psat1* | mPsat1_Qex2_Rev | qPCR | GATGCCGAGTCCTCTGTAGTC |
| *Il33* | mIl33_Qex2_Fw | qPCR | TCCAACTCCAAGATTTCCCCG |
| *Il33* | mIl33_Qex3_Rev | qPCR | CATGCAGTAGACATGGCAGAA |
| *Tmc3* | mTmc3_Qex4_Fw | qPCR | TCATCCCCTGGGAAATGAGGA |
| *Tmc3* | mTmc3_Qex5_Rev | qPCR | TCGGGAAGGACAACAAAGGC |
| *Zfp488* | mZfp488_Qex2_Fw | qPCR | GGCAGGGATGTTCAAGAAAATGA |
| *Zfp488* | mZfp488_Qex2_Rev | qPCR | CAGTCGAGGCTTGTTCGGT |
| *Rnf43* | mRnf43_Qex7_Fw | qPCR | CCGGGTCATTTCGTGCCTC |
| *Rnf43* | mRnf43_Qex8_Rev | qPCR | CCTGGTTCCTGGTAAGATGGAG |
| *Pdia6* | mPdia6_ex11_fw | qPCR blood | CTTCTCAAGGGGTCTTTCAGTG |
| *Pdia6* | mPdia6_ex12_rev | qPCR blood | GTGATGGTAGGAAAGGAACCAC |
| *Rhoh* | mRhoh_ex3_fw | qPCR blood | TTCACGAGTCATTCGCACAC |
| *Rhoh* | mRhoh_ex4_rev | qPCR blood | AGTAAGGAAACGGCAACCAG |
| *Scrib* | mScrib_ex9_fw | qPCR blood | AGCTGATCCTCACGGAGAAC |
| *Scrib* | mScrib_ex10_rev | qPCR blood | CAGGCGATTGTCTCTCAAAG |
| *Atp13a2* | mAtp13a2_Qex12_Fw | qPCR blood | TGACTCGGACAGGGTTCTG |
| *Atp13a2* | mAtp13a2_Qex13_Rev | qPCR blood | GCCACAAACTTCATGCTGTG |
| *Il18r1* | mIl18r1_Qex4_Fw | qPCR blood | TGAAGAGCTGATCCAGGACAC |
| *Il18r1* | mIl18r1_Qex5_Rev | qPCR blood | TCATCTCCAAACTCGGCATC |
| *Lars2* | mLars2_Qex11_Fw | qPCR blood | ATGGCACAGAGAGACTGAGTG |
| *Lars2* | mLars2_Qex12_Rev | qPCR blood | AGCCAGTCCTTCAGCTTGTTAC |
| *Actb* | mActb_Qex2_Fw | qPCR reference | GGCTGTATTCCCCTCCATCG |
| *Actb* | mActb_Qex3_Rev | qPCR reference | CCAGTTGGTAACAATGCCATGT |
| *Hprt* | m_Hprt_F | qPCR reference | TCCCTGGTTAAGCAGTACAGCC |
| *Hprt* | m_Hprt_R | qPCR reference | CGAGAGGTCCTTTTCACCAGC |
| *Rpl22* | mRpl22_ex3_fw1 | qPCR reference | AGGAGTCGTGACCATCGAAC |
| *Rpl22* | mRpl22_ex3_rev1 | qPCR reference | TTTGGAGAAAGGCACCTCTG |
| *Vcl* | mVcl_Qex1_Fw | qPCR reference | TGGACGGCAAAGCCATTCC |
| *Vcl* | mVcl_Qex2_Rev | qPCR reference | GCTGGTGGCATATCTCTCTTCAG |

# Supplementary material for: Transcriptional profiling and biomarker identification reveal tissue specific effects of expanded ataxin-3 in a spinocerebellar ataxia type 3 mouse model
**Source:** Mol Neurodegener. 2018 Jun 22;13:31. doi: 10.1186/s13024-018-0261-9
**Supplement:** Supplementary file 10 — Table S2. Lipid classes altered at 4, 12 and 16 months in SCA3 mice. Only lipid classes with at least one significantly altered unique lipid at any time are shown.

**Table S2:** Lipid classes altered at 4, 12 and 16 months in SCA3 mice. Only lipid classes with at least one significantly altered unique lipid at any time are shown.

| **Lipid Classes** | **Total number of lipids per class** | **4 months** | | **12 months** | | **16 months** | | **General trend** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Number of significant lipids (p<0.05) | p-value* | Number of significant lipids (p<0.05) | p-value* | Number of significant lipids (p<0.05) | p-value* |  |
| Diacylglycerols (DG) | 12 | 0 | ns | 0 | ns | 8 | 0.012 | up |
| Triradylglycerols (TG) | 147 | 0 | ns | 5 | ns | 104 | 0.005 | up |
| Glycerophosphocholines (PC) - acids | 68 | 0 | ns | 10 | ns | 6 | ns |  |
| Glycerophosphoethanolamines (PE) - acids | 27 | 1 | ns | 1 | ns | 4 | ns |  |
| Glycerophosphoinositols (PI) - acyls | 19 | 0 | ns | 4 | ns | 4 | ns |  |
| Glycerophosphoserines (PS) - acids | 10 | 0 | ns | 3 | 0.046 | 4 | 0.006 | down |
| Glycerophosphoserines (PS) - non-acids | 6 | 0 | ns | 1 | ns | 1 | ns |  |
| Lyso-Glycerophosphocholines (LPC) - acids | 29 | 1 | ns | 6 | ns | 2 | ns |  |
| Lyso-Glycerophosphoethanolamines (LPE) - acids | 10 | 0 | ns | 1 | ns | 0 | ns |  |
| Lyso-Glycerophosphoinositols (LPI) - acids | 3 | 0 | ns | 0 | ns | 0 | 0.045 | down |
| Ceramides (Cer) | 3 | 0 | ns | 0 | ns | 2 | 0.039 | up |
| Hexosylceramides (HexCer) | 2 | 1 | ns | 0 | ns | 0 | ns |  |
| Gangliosides - GM2 | 4 | 0 | ns | 0 | ns | 3 | ns |  |
| Sulfoglycosphingolipids (Su) | 5 | 0 | ns | 0 | ns | 1 | ns |  |
| Hydroxylated Sulfoglycosphingolipids (Su-OH) | 3 | 0 | ns | 1 | 0.041 | 3 | 0.003 | down |
| Sphingomyelins (SM) | 23 | 3 | ns | 0 | ns | 5 | ns |  |
| Cholesteryl Esters (Chol.Ester) | 26 | 0 | ns | 1 | ns | 2 | ns |  |

*p-value calculated from the sum of areas of each detected unique lipids of the same class. ns: non-significant

How the deposited data were processed for this re-analysis (not part of the article)

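RNA from whole blood of wild-type and SCA3 mice was sequenced at 9 and 17.5 months. The authors cleaned the reads, aligned them to GRCm38 with STAR, kept reads with a single alignment and counted them per RefSeq gene with HTSeq, without regard to strand. The deposited values are these counts, as whole numbers without normalization or GC correction, for 9850 genes averaging at least 4 CPM. All 22 columns were used, and 0 columns were left out. Groups were taken from the genotype and age in the sample labels, with 6 wild-type and 5 SCA3 samples at each age. The labels give ages of 39 to 42 and 74 to 77 weeks, which the paper writes as 9 and 17.5 months. Mouse numbers in the labels pair the samples of 5 wild-type and 2 SCA3 mice taken at both ages. The correlation of the gene values between the 2 samples of a mouse, after subtraction of the group means, averaged 0.34 over the 5 wild-type and 0.04 over the 2 SCA3 mice, against -0.05 and -0.0046 for other pairs. No 2 columns were identical.

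Totals ran from 21898928 to 44390286 counts per sample. Replicates of a group differed by far more than counting error, with a chi-square per degree of freedom of 46.1 to 925 over 50 pairs of replicates, so the spread between mice and not the depth sets the precision. GC content and transcript length came from GENCODE M21 and the GRCm38 sequence, for 99.5% of the genes.

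The GC correction followed the CQN package, which was not installed and was rewritten. In each sample the log2 counts of genes with a mean count of at least 50 were regressed on GC content at the 0.5 quantile with a natural spline of 5 knots (quantreg 6.1), and the residuals were quantile normalized. The corrections entered edgeR 4.0.16 as offsets. Dispersions were estimated over the 4 groups of genotype and age, with 1 coefficient per group, and contrasts were tested with the robust quasi-likelihood test. The contrasts were the genotypes at each age, the difference between these contrasts, and the ages within each genotype. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes. The paper's methods name edgeR's likelihood ratio test, which was an alternative here because the quasi-likelihood test allows for uncertainty in the dispersion of small groups. The respiratory chain set, 75 genes picked by symbol, was tested with camera of limma 3.58.1 and Fisher's exact test. Scores of 7 blood cell types were means of the corrected log2 values of marker genes, and single values per sample were compared with two-sided exact permutation tests. The other analyses used R 4.3.3, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

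The text names genes the paper names for blood, the genes of the mitochondrial pathways in the paper's pathway results, Atxn3, and genes with the smallest adjusted p at 9 months and for the difference between ages. At 17.5 months the rule also took the 3 genes up and the 3 down with the largest change among those past the threshold, which gave no gene. Fam122a and Rn45s were named after their values were seen.

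The alternatives were no GC correction (TMM library sizes only), a loess curve (span 0.5) for GC content, a correction for GC content and transcript length, the likelihood ratio test, DESeq2 1.42.0 with its size factors and no GC correction, genes with at least 10 counts in every sample, only the samples of the groups compared, RIN as a covariate over the 21 samples with an RIN, the mouse as a factor, and leaving out each sample in turn. Marker scores were also taken as medians. The methods were tested on simulated counts with 200 changed genes in 5 simulations. The quasi-likelihood test with GC correction called 82.6% of the changed genes, and 4.77% of its calls were unchanged genes. Without GC correction these shares were 82.3% and 86.6%. The simulated counts carried the GC curves of the samples as a pure artifact, so many false calls without the correction were fixed in advance. They do not show that the GC difference of the real samples is an artifact. Genes were drawn independently of each other, and further genes given a small shift were counted neither as changed nor as unchanged. Other splits of the samples, up to 100 per comparison, gave the number of calls expected from grouping alone. The 5′-3′ bias, the qPCR values and the brain data were not analysed here.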

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

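The tests of GC content, of the ages within each genotype and of Lars2 reported here and below were chosen only after the results were seen. For the values per sample, 184 groups of samples were examined for a value far from the others. In 9 groups the highest or lowest value stood apart by more than Dixon's limit, and chance gives 9.2. The platelet marker score of wild-type replicate 3 at 17.5 months was 9.76, against 8.54 to 8.92 in the other 5 samples of its group. At 9 months the same mouse had a low value of Ndufa5 (4.29 on the GC-corrected log2 scale), a high value of Ogdh (7.02) and a low value of Stk19 (4.34). SCA3 replicate 13 at 17.5 months had the highest values of Smad7 (5.15) and Atp13a2 (6.94) in its group, against 4.66 to 4.79 and 6.57 to 6.66 in the other SCA3 mice. SCA3 replicate 8 at 17.5 months had a low value of Ndufa5 (5.00). Lars2 was at 12.47 in SCA3 replicate 15 at 9 months, against 10.78 to 10.98 in the other SCA3 mice of that age. Atxn3 was at 5.05 in SCA3 replicate 9 at 9 months, against 5.33 to 5.44. As the number of such values is close to what chance gives, no explanation was tested for them, apart from that of Lars2 under the other observations.

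The genotype difference in the GC content of the counted reads' genes was -1.06 percentage points at 17.5 and -0.07 at 9 months, and the change between the ages exceeded that of most other splits of the mice (exact permutation test over splits of the mice, p = 0.0119). Over the samples of both ages, as deviations from the group means, the GC content did not follow the RIN (Spearman's rho = -0.039, permutation p = 0.865, Pearson's r = 0.0873, p = 0.707, n = 21, and r = -0.0932 without the 2 samples farthest from the median). It did not follow the total count either (rho = 0.0051, permutation p = 0.984, r = -0.0748, p = 0.741, n = 22, and r = -0.36 without the 2 farthest samples). Adjusted over the 3 relations computed, the permutation p of both rho values was 0.984 (Benjamini-Hochberg). Without the 100 genes with the most counts the difference stayed (exact permutation test, p = 0.013). A few abundant genes therefore do not account for it. The relations with RIN and total count cannot exclude RNA integrity or library size, as they rest on the spread within small groups. The genotype difference in RIN was -0.58 at 17.5 and -0.55 at 9 months (exact permutation test, p = 0.19 and 0.138), and a lower RIN in SCA3 mice cannot be excluded. Library numbers in the sample labels run group by group, so an effect of the order of library preparation follows genotype and age and cannot be told apart from them. The paper names PCR amplification as a possible source of such a bias, which was not tested here. A biological explanation, a shift of expression between GC-poor and GC-rich genes in old SCA3 mice, cannot be told apart from a preparation effect.

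Total counts also differed between the genotypes in a way that changed with age (exact permutation test over splits of the mice, p = 0.0298), with a median of 23540072 in wild-type and 31182610 in SCA3 mice at 9 months and of 35507989 and 31715919 at 17.5 months. Sequencing depth is set in the laboratory, and no biological explanation was tested.

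The paper's text gives the genotype differences in blood at each age, and here the ages were also compared within each genotype. Without regard to which samples came from the same mouse, the quasi-likelihood test called 63 genes between the ages in wild-type mice, 23 higher and 40 lower at 17.5 months, and 1090 in SCA3 mice, 481 higher and 609 lower. Of these, 21 genes were called in both with the same direction and 0 with opposite directions. The difference between the genotypes in the effect of age is the same contrast as the difference between ages in the effect of genotype, which called 0 genes, with 1473 at an unadjusted p under 0.05. In wild-type mice 1 of 32 splits that part the same mice, the real one, gave as many genes. In SCA3 mice 2 of 40 such splits gave as many, and the other one gave 1835. Of the 39 other splits 3 called any gene, and their median was 0.

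As 5 wild-type and 2 SCA3 mice were sampled at both ages, the mouse was also fitted as a factor, which changed the counts to 180 genes in wild-type and 645 in SCA3 mice. The splits and the tests of RNA integrity, gene length and library size were made on the fit without the mouse and do not extend to these counts.

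For the wild-type mice, 2 of the 63 genes were still called with RIN as a covariate, and RIN fell by 0.617 between the ages (exact permutation test, p = 0.026, n = 6 and 6). Total counts also differed between the ages (exact permutation test, p = 0.00216, the smallest that 6 samples against 6 can give). With a correction for GC content and length 52 of the 63 were still called. RNA integrity and library size thus remain as explanations beside aging, and gene length does not account for most of the calls. For the SCA3 mice, 99 of the 1090 genes were still called with RIN as a covariate, where the difference in RIN between the ages was -0.65, as large as in wild-type mice (exact permutation test, p = 0.262, n = 4 and 5), and 171 were still called with a correction for GC content and length. Total counts did not differ between the ages (exact permutation test, p = 0.452). The differences with age may reflect RNA integrity and transcript length as well as aging, and the samples of each age have their own range of library numbers, so age cannot be told apart from a batch.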

How the results depend on the processing

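All settings were chosen before the data were examined, except the likelihood ratio test combined with another GC choice or with leaving out a sample, and those for the exact test of the respiratory chain set and its results at 9 months, and for the named genes at 9 months and for the difference between ages, which were chosen after seeing the data. In each case of a changed result below, the cause was not tested unless a value shows it.

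At 9 months the count was 0 genes in all 10 alternatives and in the 11 quasi-likelihood fits that each left out one sample, with 365 to 1637 genes at an unadjusted p under 0.05 in the latter. Of the 29 genes named at 17.5 months, 26 kept their direction in every setting run, and Hprt, Atp5s and Atxn3 did not. The difference in GC content at 17.5 months kept its direction and its p under 0.05 in all 11 fits that left out a sample. The count at 17.5 months, 0 in the main setting, stayed at 0 with the loess curve, with at least 10 counts in every sample and with RIN as a covariate. The filter on counts removed few genes and so shows little.

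Without GC correction the test called 2082 genes at 17.5 months, 39 with age in wild-type and 1912 with age in SCA3 mice. The log2 fold changes followed GC content in that setting, as given under the other observations. There Hprt changed sign to 0.40 and Atp5s to 0.10, the respiratory chain set at 17.5 months changed direction (camera p = 0.722, exact permutation test of the set's mean value, p = 0.831), the platelet score at 9 months changed to -0.0241, and 1 marker score, that of neutrophils at 17.5 months, passed the adjustment. With DESeq2 and no GC correction the counts were 2680 at 17.5 months, 542 for the difference between ages, 231 with age in wild-type and 2419 with age in SCA3 mice, with Hprt at 0.41 and Atp5s at 0.10. Without GC correction the likelihood ratio test called 2308, 321, 161 and 2120 genes, with Hprt at 0.40 and Atp5s at 0.0948.

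With a correction for GC content and length the counts were 2 at 17.5 months and 199 with age in SCA3 mice. The respiratory chain set changed direction at 17.5 months (camera p = 0.133, exact permutation test of the set's mean value, p = 0.238) and at 9 months its camera p rose to 0.0628, while the exact test gave p = 0.0411, and the neutrophil score at 9 months changed sign to 0.0883. The likelihood ratio test called 124 genes at 17.5 months and 181 with age in wild-type mice. With GC content and length corrected it called 115 at 17.5 months, 147 with age in wild-type and 432 with age in SCA3 mice. With only the samples of the groups compared the counts were 9 at 17.5 months, 7 with age in wild-type and 620 with age in SCA3 mice. With RIN as a covariate 2 genes were called with age in wild-type and 100 in SCA3 mice, and Atxn3 changed sign to -0.0251. With the mouse as a factor and GC correction 180 genes were called with age in wild-type and 645 in SCA3 mice, and without GC correction 108 and 2894, with 993 for the difference between ages. With the loess curve the platelet score at 9 months was -0.0184. With medians in place of means, the monocyte, neutrophil and platelet scores at 9 months were -0.0182, 0.0245 and -0.12.

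Leaving out one sample at a time gave 0 to 68 genes at 17.5 months, 0 to 430 for the difference between ages, 3 to 308 with age in wild-type and 245 to 2189 with age in SCA3 mice. With the likelihood ratio test there were 8 to 321 genes at 17.5 months and 0 to 98 at 9 months when one sample was left out. The camera p of the respiratory chain set at 17.5 months ran from 0.501 to 0.985 and its direction changed in 1 of 11 fits. Differences that changed sign were those of Atxn3 at 17.5 months (-0.0021 to 0.0473), GC content at 9 months (-0.191 to 0.0391), the red cell precursor score at 17.5 months (-0.13 to 0.37), and at 9 months the scores of monocytes (-0.17 to 0.20), neutrophils (-0.30 to 0.27), platelets (-0.13 to 0.14), T cells (-0.27 to 0.0474) and red cell precursors (-0.30 to 0.11).

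Among the results for single genes and scores, 20 newly passed the threshold in the same direction without GC correction, 22 with DESeq2, 15 with the likelihood ratio test, 22 with that test and no GC correction, 17 with that test and GC content and length corrected, 2 with GC content and length corrected, and 2 with only the samples of the groups compared. Hprt is not among them, since it passed the threshold with its direction changed in the 3 settings without GC correction. Atxn3 is among them in the same 3 settings, at 0.48 to 0.49.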

Differences from the paper's values

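The likelihood ratio fits with a sample left out or with another GC choice, the rank of Fam122a and the comparison for globins were chosen only after the results were seen. At 17.5 months 0 genes were called here against the paper's 142, with 1686 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the likelihood ratio test, which the paper's methods name, gave 124 genes, within 1.5 times the paper's number, and the others did not close the gap. The likelihood ratio test with GC content and length corrected gave 115, and was chosen after seeing the values. Leaving out wild-type replicate 3 or 2 of that age with the likelihood ratio test, also chosen after seeing the values, gave 135 and 186 genes. At 9 months 0 genes were called against the paper's 1, with 659 at an unadjusted p under 0.05, and none of the alternatives set before the data were examined closed the gap.

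The adjusted p of the genes of Table 4, from the quasi-likelihood test with Benjamini-Hochberg adjustment, were larger than the paper's. They were 0.0639 for Pdia6 against the paper's 0.002, 0.0639 for Hs3st3b1 against the paper's 0.002, 0.0639 for Klk8 against the paper's 0.004 and 0.0849 for Il18r1 against the paper's 0.007. For Runx2, Reck, Tob1 and Rhoh they were 0.0639 against the paper's 0.007, and for Phf13 0.0849 against the paper's 0.007. For Smad7 it was 0.0849 against the paper's 0.010. Of the alternatives set before the data were examined, DESeq2 with no GC correction came within 1.5 times the paper's value for Pdia6 (0.00161), the setting without GC correction for Runx2, Reck and Tob1 (0.00873, 0.00741 and 0.00707), and the likelihood ratio test for Runx2, Reck, Tob1 and Rhoh (0.00807, 0.00729, 0.00606 and 0.00807), where the adjusted p over the alternatives of these genes ran from 0.000168 for Tob1 in DESeq2 to 0.167 for Tob1 with RIN as a covariate. None of them did for Hs3st3b1, Klk8, Il18r1, Phf13 and Smad7. All 10 genes were called by the likelihood ratio test, and 8 without GC correction, where Phf13 and Smad7 were not. The likelihood ratio test with GC content and length corrected and the likelihood ratio test without GC correction, both chosen after seeing the values, also called genes of Table 4.

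The adjusted p of Tnfsf14 was 0.12 against the paper's 0.048 (quasi-likelihood test, Benjamini-Hochberg adjustment), and within 1.5 times the paper's value with the likelihood ratio test (0.056) and with only the samples of the groups compared (0.0648), in a range of 0.056 to 0.23 over its alternatives. It was called in 2 of the 11 likelihood ratio fits that left out a sample, a setting chosen after seeing the values. For Scrib it was 0.108 against the paper's 0.02, and for Atp13a2 0.133 against the paper's 0.037. None of the alternatives set before the data were examined came within 1.5 times these values, but both genes were called without GC correction (0.00436 and 0.00405), in DESeq2 with no GC correction (3e-06 and 2.5e-08) and, in a setting chosen after seeing the values, by the likelihood ratio test without GC correction.

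The paper places Pdia6 at the top of its table of genes at 17.5 months. Here Fam122a had the smallest p and Pdia6 was at rank 8 in the quasi-likelihood test and 14 in the likelihood ratio test. The paper states that globin transcripts were below its CPM limit, and here Hbq1a, Hbq1b and Hbb-y averaged 147, 69.9 and 4.74 CPM. The adult alpha and beta chains are not in the count table, whose genes average at least 4 CPM. The difference is therefore limited to these 3 genes, and the paper may have meant the adult chains. The paper states an effect on respiratory electron transport in its pathway analysis of the called genes. Here 2 genes of the respiratory chain set were among the 124 called by the likelihood ratio test (odds ratio 2.17, Fisher's exact test, p = 0.243). With 2 genes this test cannot exclude an enrichment. The set was picked by symbol, is not the gene set of the paper's tools, and leaves out Ogdh, Fh1 and Mdh1 of its mitochondrial pathways. It therefore does not decide whether the paper's pathway result holds.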

Other observations

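Tests of the number of genes over other splits of the samples at 17.5 and 9 months, and of RNA integrity, GC content, gene length, library size and blood cells for the quasi-likelihood calls at 17.5 months, were set before the results were seen. The others in this part were chosen only after. At 17.5 months the quasi-likelihood test called 0 genes, so 100 of 100 splits of the 11 samples gave as many. Counts given out of 100 splits include the real one. The 1686 genes at an unadjusted p under 0.05 were matched by 5 of 100 splits, and the median of the 99 other splits was 309. The 124 genes of the likelihood ratio test were also matched by 5 of 100 splits. Of 99 other splits 25 called at least 1 gene with that test, and the highest number was 669. The 2082 genes called without GC correction were reached in 1 of 100 splits, the real one. At 9 months 100 of 100 splits gave as many as 0 genes, and 39 of 100 gave as many as the 659 genes at an unadjusted p under 0.05. For the difference between ages 100 of 100 splits of the mice gave as many as 0 genes, and 2 of 100 gave as many as the 1473 at an unadjusted p under 0.05.

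Several technical explanations were weighed for the genotype difference at 17.5 months. Without GC correction the log2 fold changes followed GC content (rho = -0.76 across 9803 genes), which is consistent with GC content bias in many of the 2082 calls. With the correction 681 of the 2082 had an unadjusted p under 0.05, 1820 kept their direction and 86 were called by the likelihood ratio test. That the quasi-likelihood test called 0 of them shows nothing more, since it called 0 of all genes. The log2 fold changes followed transcript length with the GC correction (rho = -0.21 across genes) but hardly without it (rho = 0.072 across genes), so this relation appeared with the correction. Total counts did not differ between the genotypes (exact permutation test, p = 0.134), and no marker score differed after adjustment (smallest adjusted p = 0.121, exact permutation test with Benjamini-Hochberg adjustment). As 0 genes were called in the main setting, the number called with RIN as a covariate, 0, cannot show anything about it. Of the 124 genes of the likelihood ratio test, 25 were still called with RIN as a covariate, which also leaves out 1 sample without an RIN, 57 with the T cell and neutrophil scores as covariates, and 86 with GC content and length corrected. RNA integrity and a different mix of blood cells may therefore contribute to these calls, and gene length does not account for most of them. The samples of the genotypes have separate ranges of library numbers, so an effect of preparation order remains as well. The difference cannot be called biological from these tests.

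Of the 7 blood cell marker scores at 2 ages, 14 comparisons, 0 passed the Benjamini-Hochberg adjustment and 2 had an unadjusted p under 0.05, both at 17.5 months. The neutrophil score was higher by 0.75 in SCA3 mice (5 of 5 above the wild-type mean, exact permutation test, p = 0.00866, adjusted p = 0.121) and the T cell score by 0.41 (5 of 5, p = 0.0476 from the exact permutation test, adjusted p = 0.333 by Benjamini-Hochberg). The changes between the ages did not pass either (adjusted p = 0.589 for neutrophils and 0.118 for T cells, exact permutation test over splits of the mice with Benjamini-Hochberg adjustment).

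At 9 months the respiratory chain set was lower in SCA3 mice, in 65 of 75 genes (camera, two-sided p = 0.016, and exact permutation test of the set's mean value per sample, p = 0.0346, difference -0.24, 4 of 5 SCA3 mice below the wild-type mean). With GC content and length corrected the camera p was 0.0628 and the difference shrank to -0.0844, with an exact permutation p of 0.0411. Over the 5 alternatives the camera p ran from 0.0135 to 0.0628. The median transcript of the set has 861 bases, against 3010 for all genes, and the log2 fold changes at 9 months followed transcript length (rho = 0.38 across genes). The mean log2 fold change of the set was -0.22, and that of random lists matched in length and GC content was -0.14, with 0.09% of 10000 lists as low. Gene length may account for much of this shift but did not account for all of it against matched lists, which do not keep the correlation between the genes of the set. The difference between ages for the set had a camera p of 0.106.

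Lars2 was higher in SCA3 mice at 17.5 months in 5 of 5 mice. Over deviations from the group means its counts followed those of Rn45s, the ribosomal RNA precursor (Spearman's rho = 0.85, Pearson's r = 0.84, each with a permutation p of 1e-05, the smallest that 100000 permutations can give, and 3e-05 adjusted over 3 relations by Benjamini-Hochberg, n = 22). Without the 2 samples farthest from the median r was 0.83. Among 9848 genes its rho with Rn45s was at rank 2, after Lmna at 0.87, and the median of the genes was -0.24. Reads shared with ribosomal RNA are a candidate explanation for part of the Lars2 values. With Rn45s as a covariate the log2 fold change fell to 0.80 from 1.18 (unadjusted p = 0.00264, adjusted p = 0.0431, quasi-likelihood test with Benjamini-Hochberg adjustment). That adjusted p is below the 0.0961 of the main fit although the change is smaller. The adjustment depends on the p of all genes in a fit, so it does not measure how much of the difference Rn45s leaves. By the fold change, the covariate took up part of the difference and not all of it. The share of counts on Rn45s did not differ between the genotypes at 17.5 months (exact permutation test, p = 0.31).

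The 3 genes with the smallest adjusted p for the difference between ages were Specc1l, Hcst and 9130011E15Rik, with differences of -0.72, 0.81 and -0.76 on the log2 scale and an adjusted p of 0.217 each (quasi-likelihood test with Benjamini-Hochberg adjustment). Mouse Atxn3 had a log2 fold change of 0.02 at 17.5 months (adjusted p = 0.909) and 0.17 at 9 months (adjusted p = 0.732, both from the quasi-likelihood test with Benjamini-Hochberg adjustment). Without GC correction Atxn3 was higher by 0.48 at 17.5 months (adjusted p = 0.00778, same test and adjustment), and over the alternatives its log2 fold change at that age ran from -0.0251 to 0.49 and its adjusted p from 0.000492 to 0.93. Of the brain genes of Table 2, 11 are in the blood table and 14 are not. At 17.5 months 0 of the 11 were called, with 1 at an unadjusted p under 0.05, and at 9 months 0 were called, with 2 at an unadjusted p under 0.05. Of the 70 genes in the paper's pathway results, 42 were among the 142 genes with the smallest p in the quasi-likelihood test and 46 in the likelihood ratio test.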
